# Transcriptomic and anatomic parcellation of 5-HT_3A_R expressing cortical interneuron subtypes revealed by single-cell RNA sequencing

**DOI:** 10.1038/ncomms14219

**Published:** 2017-01-30

**Authors:** Sarah Frazer, Julien Prados, Mathieu Niquille, Christelle Cadilhac, Foivos Markopoulos, Lucia Gomez, Ugo Tomasello, Ludovic Telley, Anthony Holtmaat, Denis Jabaudon, Alexandre Dayer

## Abstract

Cortical GABAergic interneurons constitute a highly diverse population of inhibitory neurons that are key regulators of cortical microcircuit function. An important and heterogeneous group of cortical interneurons specifically expresses the serotonin receptor 3A (5-HT_3A_R) but how this diversity emerges during development is poorly understood. Here we use single-cell transcriptomics to identify gene expression patterns operating in *Htr3a*-GFP+ interneurons during early steps of cortical circuit assembly. We identify three main molecular types of *Htr3a*-GFP+ interneurons, each displaying distinct developmental dynamics of gene expression. The transcription factor *Meis2* is specifically enriched in a type of *Htr3a*-GFP+ interneurons largely confined to the cortical white matter. These MEIS2-expressing interneurons appear to originate from a restricted region located at the embryonic pallial–subpallial boundary. Overall, this study identifies MEIS2 as a subclass-specific marker for 5-HT_3A_R*-*containing interstitial interneurons and demonstrates that the transcriptional and anatomical parcellation of cortical interneurons is developmentally coupled.

## Abstract (web summary)

Cortical GABAergic interneurons are highly diverse in their gene expression, electrophysiological properties, and connectivity. Here the authors reveal three distinct subtypes of Htr3a-GFP+ interneurons using the single-cell RNA-seq approach, and identify MEIS2 as a marker for one such subtype.

Cortical GABAergic interneurons (INs) constitute a highly heterogeneous population of local inhibitory neurons that control cortical microcircuit function^1^,^2^,^3^. Attempts to classify cortical INs are based on differences in connectivity, gene expression, physiological properties^4^ and, more recently, on their functional recruitment during specific behavioural states^2^. One promising approach to parse out this complexity has been to classify cortical INs based on their developmental origins^1^,^2^,^3^,^4^,^5^,^6^. The majority of cortical INs is generated in the medial ganglionic eminence (MGE) of the subpallium^7^,^8^,^9^ giving rise to parvalbumin-expressing fast-spiking basket cells, chandelier cells, and to a diverse group of somatostatin-expressing INs, which includes Martinotti cells^10^,^11^,^12^,^13^,^14^. The remaining fraction of cortical INs derives from the caudal ganglionic eminences (CGE)^15^,^16^ and, to a lesser extent, from the preoptic area^17^. CGE-derived INs specifically express the serotonin receptor 3A (5-HT_3A_R) in contrast to MGE-derived INs^18^,^19^,^20^, display different types of morphologies and intrinsic electrophysiological profiles^19^ and express several transcription factors such as PROX1 (refs 21, 22, 23) and COUPTFII (refs 23, 24, 25) in addition to a diversity of neurochemical markers including reelin (RELN), calretinin, neuropeptide Y, and vasointestinal peptide (VIP)^18^,^19^,^20^. The rich variety of cortical IN subtypes emerges during development and is determined by the restricted temporal and spatial expression of transcription factors operating during early stages of IN development^1^,^2^,^3^,^4^,^5^,^6^,^12^,^13^,^14^,^22^,^26^,^27^,^28^,^29^,^30^,^31^,^32^,^33^.

Recently, single-cell RNA sequencing (RNAseq) has revealed the existence of molecularly distinct subtypes of 5-HT_3A_R-containing INs residing in the cortical grey matter (GM)^34^,^35^. Interestingly, a subpopulation of *Htr3a*-GFP+ INs has been shown to populate the cortical white matter (WM), and displays a variety of neurochemical, electrophysiological and morphological profiles^36^. The existence of a diversity of WM interstitial INs is documented since Ramon y Cajal in mammals including humans^37^,^38^,^39^,^40^,^41^. Whether *Htr3a*-GFP+ INs in the WM constitute a molecularly distinct subclass of cortical INs as compared to *Htr3a*-GFP+ INs residing in the GM remains to be determined. Here we used single cell RNA-seq to identify the transcriptional programs delineating WM and GM *Htr3a*-GFP+ IN subtypes during circuit assembly. For this purpose, *Htr3a*-GFP+ INs were isolated from the developing cortex using fluorescence-activated cell sorting (FACS) at embryonic day (E) 18, a stage characterized by migration into developing cortex, postnatal day (P) 2, when INs reach their appropriate laminar position and P5, when INs are integrating cortical microcircuits. Individual *Htr3a*-GFP+ INs were microfluidically captured for single-cell RNA-Seq. Using this approach we identified a distinct subclass of *Htr3a*-GFP+ INs largely confined to the cortical WM and characterized by the specific expression of the transcription factor *Meis2*. These neurons appeared to originate from a restricted MEIS2+/PROX1- domain located outside of the CGE at the embryonic pallial-subpallial boundary (PSB). Finally, we found that the *Nr2f2*-enriched cortical IN type identified using single-cell RNAseq preferentially distributed in superficial cortical layer 1 and expressed the marker RELN. Altogether, these data provide evidence for a coupling between the transcriptional and anatomical parcellation of IN subtypes. They indicate that neural network assembly relies on circuit elements with distinct molecular identities that are spatially segregated.

## Results

### Single-cell RNA-seq identifies main types of *Htr3a*-GFP+ INs

Here we aimed to investigate the transcriptional heterogeneity of *Htr3a*-GFP+ INs during the phase of cortical migration and early integration in cortical circuits. FACS was used to isolate *Htr3a*-GFP+ INs located in the developing cortex at three distinct developmental stages: at E18 during the phase of cortical invasion, at P2 during laminar positioning and at P5 during early circuit integration (Fig. 1a). Following FACS isolation (Fig. 1b), single-cell RNA-seq from individual *Htr3a*-GFP+ INs was performed using the Fluidigm C1 instrument (Fig. 1c)^35^,^42^. 

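Each library came from 1 Htr3a-GFP+ cell captured on a microfluidic chip, and its cDNA was fragmented and sequenced as read pairs without molecular identifiers. The authors aligned the read pairs to the mouse genome build GRCm38 and deposited, for each cell, the count of read pairs on each of 43629 annotated genes, without normalization, together with the coefficient that turns a count into RPM. RPM here is the count times that coefficient, so it is relative to all mapped read pairs and not only to those on genes. Mapped read pairs per cell, computed from the inverse of the coefficient, ranged from 5246678 to 14587175 at E18 with a median of 9558194, from 3707601 to 12178309 at P2 with a median of 9640275, and from 5415033 to 15840130 at P5 with a median of 8931263. The total count per cell on genes ranged from 1667854 to 9284450 at E18 with a median of 5614669, from 1690465 to 7572403 at P2 with a median of 4808907, and from 1596087 to 11692823 at P5 with a median of 4640651. Brains of each age were pooled before sorting and the labels do not name the animal of a cell, so each age is 1 sample and cells are not replicates. The differences between ages and between types therefore have no replicate check, and no p-value was computed. The type of each P2 and P5 cell is the authors' own assignment, which they drew from these same counts. Counts of a gene were summed over the cells of a type and divided by the summed mapped read pairs to give a pooled RPM with an exact 95% Poisson interval, and shares of cells above 10 RPM have exact 95% binomial intervals. The Poisson intervals treat read pairs as independent, but PCR copies are not independent molecules, so they are too narrow even for counting error. They do not cover differences between cells. The binomial intervals treat cells as independent draws, and neither kind covers differences between animals. The cells carry labels of 4 library sets, called A to D here, whose meaning is not stated. All P2 cells belong to set A, while E18 and P5 cells are spread over sets B, C and D, so P2 cannot be told apart from its library set.

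**Figure D1:**
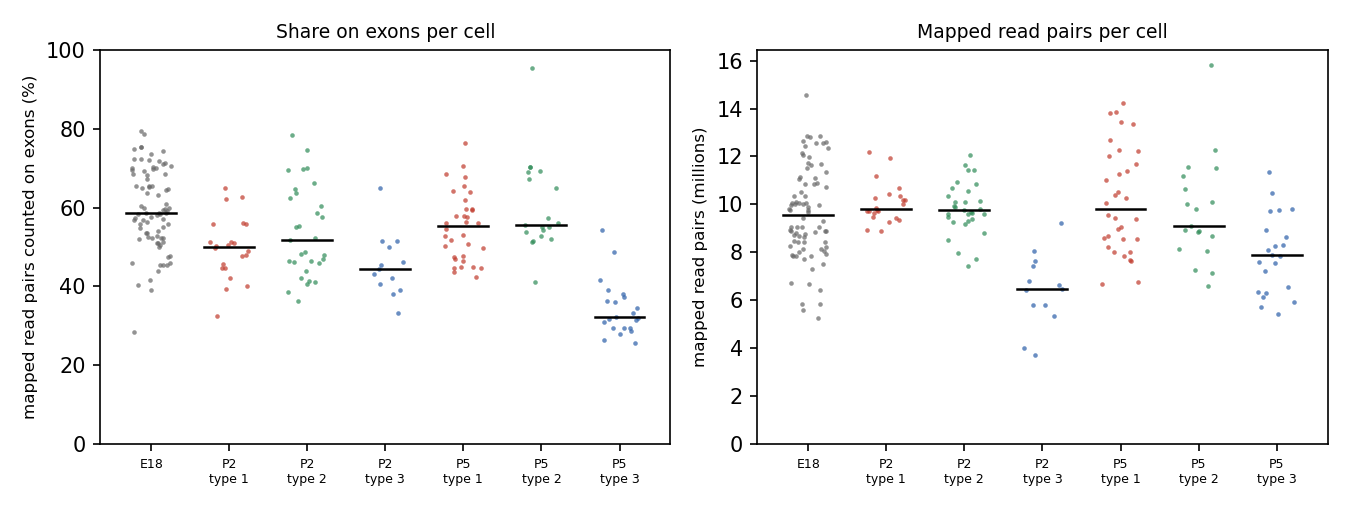
Share of mapped read pairs counted on exons in percent (left) and mapped read pairs (right) for each cell, at E18 and for each type at P2 and P5; each point is 1 cell and the black line is the median of the group. The median share on exons of P5 type 3 INs was 32.1%, below the 55.2% of P5 type 1 INs and the 55.5% of P5 type 2 INs.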

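Counts were deposited for 82 cells at E18, 66 at P2 and 75 at P5, 223 in all. The authors' assignment places 22, 31 and 13 of the P2 cells in types 1, 2 and 3, and 34, 19 and 22 of the P5 cells. At P5, library set B holds 15 cells, set C 17 and set D 43. Type 1 INs made up 11 of the 15 P5 cells of set B, 11 of the 17 of set C and 12 of the 43 of set D, so the P5 types differ in the library sets they come from.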

After quality control, a total of 82 cells at E18, 66 cells at P2 and 75 cells at P5 were used for data analysis (Supplementary Fig. 1). 

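The interneuron transcripts Dlx1, Dlx2, Dlx5, Dlx6, Gad1 and Gad2 were counted in each Htr3a-GFP+ cell. At least 1 of the 6 was above 10 RPM in 78 of 82 cells at E18 (95.1%, interval 88.0 to 98.7%), in 62 of 66 at P2 (93.9%, 85.2 to 98.3%) and in 75 of 75 at P5 (interval 95.2 to 100%). Gad1 or Gad2 was above 10 RPM in 77 of 82, 59 of 66 and 74 of 75 cells. Single genes were found less often. Dlx1 was above 10 RPM in 73.2% of cells at E18, 54.5% at P2 and 82.7% at P5, and Dlx6 in 9.76%, 15.2% and 36.0%. All 6 were above 10 RPM together in 6 of 75 cells at P5 and in 0 of 82 at E18 and 0 of 66 at P2, which allows shares of up to 3.66% and 4.55%. With a threshold of at least 1 read pair, at least 1 of the 6 was found in 100% of the cells at each age. Dlx1, Dlx6 and Gad1 overlap annotated genes on the opposite strand, and the methods do not state whether strand was used in counting, so their counts are uncertain to that extent.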

*Htr3a*-GFP+ cells expressed IN -specific transcripts such as *Dlx1, Dlx2, Dlx5, Dlx6*, *Gad1* and *Gad2,* thus confirming their IN identity (Supplementary Fig. 2). 

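The authors deposited the t-SNE coordinates of each cell. Of the 82 E18 cells, 59 (72.0%, interval 60.9 to 81.3%) had mostly E18 cells among their 5 nearest neighbours, and 127 of the 141 postnatal cells (90.1%, 83.9 to 94.5%) had mostly postnatal ones. Most of the 5 nearest neighbours were postnatal cells of the same type for 19 of 22 type 1 INs, 18 of 31 type 2 INs and 12 of 13 type 3 INs at P2. At P5 this held for 34 of 34, 18 of 19 and 22 of 22. Type 2 INs at P2 were thus the least separated in the map.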

Analysis using t-Distributed Stochastic Neighbor Embedding (t-SNE)^43^ revealed a first group of cells at E18 and three main types of cells (type 1–3) at postnatal ages P2 and P5 (Fig. 1d). 

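Cells of P2 and of P5 were clustered apart, on genes above 10 RPM in more than 5% of the cells (8400 genes at P2 and 9675 at P5), in 100 draws of 80% of the cells, with log2(RPM + 1) values, 5 principal components, Ward linkage and 3 groups. The paper's text names principal component analysis and hierarchical clustering but leaves the scale, the number of components and the linkage open. The agreement of each draw with the deposited types, as an adjusted Rand index, was on average 0.733 at P2 (SD over draws 0.155) and 0.813 at P5 (SD 0.0938). With each gene's values shuffled among cells it was 0.00119 and 0.00853. A pair of cells of the same type fell in the same group in a share of draws of 0.823 on average at P2 and 0.927 at P5, and a pair of different types in a share of 0.0920 and 0.0962. The groups drawn from all draws matched the deposited type for 64 of 66 cells at P2 and 72 of 75 at P5. The choice of linkage moved the index most. With complete linkage its mean was 0.0153 at P2 and 0.0791 at P5, close to the shuffled values. The types were assigned from these counts, so the index measures how repeatable the grouping is and is not an independent check of it. Type 3 INs also differed from types 1 and 2 in mapped read pairs and share on exons. What these differences add to the grouping was not tested.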

Cluster stability analysis using random sampling combined with principal component analysis (PCA) and hierarchical clustering confirmed the existence of 3 main types of cells at P2 and P5 (Fig. 1e). 

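Pearson correlations of log2(RPM + 1) were computed between all pairs of P2 and P5 cells over the 7739 genes above 10 RPM in more than 5% of the cells at both ages. The mean correlation was 0.287 for pairs of the same type and age, 0.267 for the same type at the other age, 0.244 for another type at the same age and 0.237 for another type at the other age. Same type at the other age thus exceeded another type at the same age by 0.0228. With Pearson correlation, each of the 6 means of a type at an age had the same type at the other age as its nearest mean, with correlations of 0.865, 0.869 and 0.782 for types 1, 2 and 3. When the 6 means were grouped into 3, types 1 and 2 of both ages fell together, P2 type 3 stood alone and P5 type 3 stood alone. With Spearman correlation the difference was 0.0139, and type 2 INs went the other way, with 0.304 for the same type at the other age and 0.316 for another type at the same age. The P2 means of types 1 and 2 were then nearest to each other, with a correlation of 0.892. No P2 cell shares a library set with a P5 cell, so age and library set cannot be told apart here.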

Clustering was primarily based on type identity and secondarily on developmental age (Supplementary Fig. 3). These three main types of *Htr3a*-GFP+ INs each contained molecularly distinct subtypes of cortical INs, (Supplementary Fig. 4), in line with recent findings revealing the existence of multiple subgroups of 5-HT_3A_R+ INs at later postnatal time points^34^,^35^. 

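Each type was divided into 2 groups in 100 draws at each age. The stability score is the mean over cell pairs of how far their share of draws in the same group lies from an even split, from 0 to 1. At P5 it was 0.564, 0.997 and 0.860 for types 1, 2 and 3, against 0.332, 0.545 and 0.352 with gene values shuffled among cells. At P2 it was 0.524, 0.685 and 0.750, against 0.319, 0.299 and 0.358. The smaller group held 1 of 22 cells in type 1, 1 of 31 in type 2 and 2 of 13 in type 3 at P2, and 7 of 34, 3 of 19 and 4 of 22 at P5. A few cells that always split off raise the score, so a high score need not mark interneuron subtypes. P5 type 2 held 3 cells with the astrocyte transcripts Gfap and Aldoc. Whether these form its smaller group was not checked. The division of the tree that gave the paper's subtypes was made by hand and was not repeated. Of a list of 14 interneuron subtype transcripts, Id2 was above 10 RPM in 59.1 to 64.7% of the cells of each type at P5. Npy was found in 29.4% of type 1, 15.8% of type 2 and 36.4% of type 3 INs at P5, and Cxcl14 in 0 of 34 type 1 INs, which allows up to 8.82%, but in 31.6% and 36.4% of types 2 and 3. Cck was found in 41.9% of type 2 INs at P2 and in 9.09% of type 1 INs. At P5, Vip was found in 3 of 19 type 2 and 4 of 22 type 3 INs and in 0 of 34 type 1 INs, with the same limit of 8.82%. At least 3 of the 14 transcripts were above 10 RPM in 63.6% of type 3 INs at P5, 47.4% of type 2 and 26.5% of type 1. At P2 this held for 1 of 13 type 3 (7.69%), 14 of 31 type 2 (45.2%) and 0 of 22 type 1 INs, which allows up to 13.6%.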

Cells belonging to main types of *Htr3a*-GFP+ INs identified independently at P2 and P5 clustered together following t-SNE analysis, revealing gene expression changes within the *Htr3a*-GFP+ INs types across time (Fig. 1f). 

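Each P2 cell was matched to the nearest mean of the P5 types, and each P5 cell to the nearest mean of the P2 types, by correlation after each gene was centred within its age. The nearest mean had the cell's own type for 53 of 66 P2 cells (80.3%, interval 68.7 to 89.1%) and for 74 of 75 P5 cells (98.7%, 92.8 to 99.97%). Of the P2 cells, 18 of 22 type 1, 22 of 31 type 2 and 13 of 13 type 3 INs matched. At both ages type 3 INs had fewer mapped read pairs and a lower share on exons, by the median, than types 1 and 2. Whether these shared library features contribute to their match was not tested. In the deposited t-SNE coordinates, the 5 nearest cells of the other age were mostly of the same type for 52 of 66 P2 cells (78.8%) and for all 75 P5 cells. Without centring, 59 of 75 P5 cells (78.7%) matched, below the interval of the centred value.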

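For each type and age, genes above 10 RPM in at least 25% of the type's cells were ranked by the log2 fold of pooled RPM, with 1 RPM added to both sides, against the other types of that age. SCDE itself was not used here. Of the 50 leading genes at P2, 2 were also among the 50 leading at P5 for type 1, 0 for type 2 and 2 for type 3, where chance gives 0.672, 0.502 and 0.750. Ranked by the mean of log2(RPM + 1), which moved the numbers most, 14, 7 and 5 were shared. Among genes above 10 RPM in at least 50% of a type's cells at both ages, those with the highest lower fold of P2 and P5 included Tiam2 (2.93), Meis2 (2.83), Mpped2 (2.30) and Vcan (2.12) for type 1. For type 2 they were Cnr1 (2.41), Ap1s2 (2.33), AI593442 (2.15), Azin1 (2.13) and Mtpn (2.10), and for type 3 Gm26917 (1.91), Phf20l1 (1.58), Kif5c (1.55), Gm20045 (1.52) and Ptprd (1.51). These genes stand out in part because the types were drawn from the same counts.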

We next used single cell differential expression (SCDE)^44^ to identify type-specific transcripts and their expression dynamics across developmental time points, revealing distinct transcriptional states operating in *Htr3a*+ IN types at each specific developmental stage (Fig. 1g, Supplementary Tables 1–12). The complete transcriptional dynamics for all expressed transcripts in each subgroup of *Htr3a*-GFP+ INs can be found in Supplementary Data 1 and in an interactive format at http://dayerlab.unige.ch/htr3a_sc. 

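Pooled RPM of all E18 cells was set against that of each type at P5. E18 cells have no assigned type, so these falls and rises are not measured within a type. Whether any type lost Sst with age was not tested. Of all genes above 10 RPM in at least 50% of the cells of the group where they are higher, Sst fell most in each type, from 333.2 RPM at E18 to 0.00578, 0.103 and 0.161 RPM in types 1, 2 and 3 at P5. The next largest falls were Cxadr (-5.22 on the log2 scale) and Tspan6 (-4.48) in type 1, Zfp655 (-6.47) and Hmgb2 (-3.81) in type 2, and Kars (-7.99) and Sgta (-7.34) in type 3. The largest rises were Slc15a2 (6.15), Prokr2 (4.31) and Tiam2 (3.98) in type 1, Pkd2 (3.89), Zeb1 (3.49) and Cst3 (3.25) in type 2, and the gene listed as ENSMUSG00000071860 (4.33) and Sema3c (3.70) in type 3. In type 3, Hapln1 ranked above both, with 132.2 RPM at P5 and 0 read pairs at E18, which allows up to 0.00380 RPM. Meis2 rose from 46.7 RPM at E18 to 672.9 RPM in type 1 INs at P5. Within library set B alone, which holds cells of both ages but only 2 type 2 INs at P5, Cst3 in type 2 no longer rose (-0.057). Of the 19 P5 cells assigned to type 2, 3 had the astrocyte transcripts Gfap and Aldoc.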

Using this approach, we found that *Meis2*, a transcription factor also expressed in olfactory bulb INs^45^,^46^ was the most enriched transcription factor in *Htr3a*-GFP+ type 1 INs across postnatal development (Fig. 1g-i, Supplementary Table 13). 

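Meis2 is listed as ENSMUSG00000027210 and lies on chromosome 2 of GRCm38 from 115863064 to 116065839, on the minus strand. In type 1 INs it had 192.6 RPM at P2 (interval 190.8 to 194.5) and 672.9 RPM at P5 (670.2 to 675.6), with 13 of 22 and 33 of 34 cells above 10 RPM. At P2, type 2 INs had 6.22 RPM and type 3 INs 63.9 RPM, of which 1 of 13 cells was above 10 RPM. At P5 they had 177.2 and 4.67 RPM. The log2 fold in type 1 against the other types was 3.30 at P2 and 2.83 at P5. As a mean of log2(RPM + 1), which moved it most, the P5 difference was 6.58. Within library sets B, C and D at P5 the fold was 5.78, 5.59 and 2.26, and P2 has 1 library set. The highest cells of the other types were a type 3 IN with 915.4 RPM at P2 and a type 2 IN with 1234 RPM at P5, and the folds without them were 5.01 and 3.57. Transcription factors were taken as the 1201 gene names that match a list of symbol patterns. Among those above 10 RPM in at least 25% of type 1 INs, Meis2 ranked 9 of 127 at P2, where Foxp2, Pbx3, Meis1, Ddit3 and Prdm2 led, and 10 of 158 at P5, where Zfp606, Zfp655, Tbpl1, Tox3 and Pbx3 led. Over both ages, by the lower fold, it ranked 2 of 103, after Pbx3 with 3.24. Foxp2, the first at P2, was above 10 RPM in 36.4% of type 1 INs. Meis2 ranked 1 at both ages and over both when factors were ordered by the difference in the share of cells above 10 RPM.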

Type 1 INs were enriched in transcription factors expressed in lateral ganglionic eminence (LGE)-derived progenitors such as *Etv1* (refs 47, 48), *Pbx1* (ref. 49) and *Sp8* (refs 50, 51, 52, 53), which are also found in olfactory bulb INs (Fig. 1i, Supplementary Fig. 5). In contrast, type 2 and type 3 INs expressed CGE-enriched transcription factors such as *Prox1* (refs 21, 23), *Nr2f2 (CouptfII)*^23^,^25^, *Npas3* (refs 31, 32) and *Maf,* a DLX1 and DLX2-dependent transcription factor expressed in cortical INs^33^ (Fig. 1i, Supplementary Fig. 5). 

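Etv1 (ENSMUSG00000004151) lies on chromosome 12 of GRCm38 from 38779380 to 38870484, and Sp8 (ENSMUSG00000048562) on the same chromosome from 118846329 to 118852576. Etv1 had 161.6 RPM in type 1 INs at P2 against 16.6 and 0.588 RPM in types 2 and 3, a log2 fold of 3.52, and 306.0 RPM at P5 against 134.6 and 0.259 RPM, a fold of 2.12. Without the highest type 2 cell the folds were 4.36 and 3.19. Etv1 was above 10 RPM in 9 of 22 type 1 INs at P2 and 21 of 34 at P5. Sp8 had 879.6 RPM in type 1 INs at P2 against 580.1 and 360.2 RPM, a fold of 0.72, and 2328 RPM at P5 against 676.0 and 229.3 RPM, a fold of 2.34. The P2 level of type 3 rested on 1 cell, without which it was 38.4 RPM. At P2, Sp8 was above 10 RPM in 72.7% of type 1 and 71.0% of type 2 INs, shares within each other's intervals. The folds of Meis2, Etv1 and Sp8 stayed above 0 in 69 of 69 values from the alternative settings, the lowest being 0.59.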

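Prox1 (ENSMUSG00000010175) lies on chromosome 1 of GRCm38 from 190118035 to 190170714, Nr2f2 (ENSMUSG00000030551) on chromosome 7 from 70351944 to 70366735, Npas3 (ENSMUSG00000021010) on chromosome 12 from 53248677 to 54072175 and Maf (ENSMUSG00000055435) on chromosome 8 from 115682942 to 115707794. Each overlaps a gene on the other strand. In types 1, 2 and 3 at P2, Prox1 had 12.6, 65.0 and 160.5 RPM, Npas3 93.8, 198.0 and 380.8 RPM, and Maf 32.3, 418.5 and 440.5 RPM. At P5, Prox1 had 68.9, 330.6 and 131.9 RPM, Npas3 43.2, 196.7 and 319.4 RPM, and Maf 36.2, 425.7 and 210.9 RPM. In type 1 against the other types the log2 fold was -2.67 at P2 and -1.75 at P5 for Prox1, -1.33 and -2.54 for Npas3, -3.67 and -3.12 for Maf, and -2.31 and -2.87 for Nr2f2. Single cells carried much of the type 1 levels. Without the highest type 1 cell of each gene and age, Prox1 was 5.89 RPM at P2 and 32.6 RPM at P5 (folds of -3.65 and -2.81), Npas3 37.8 and 24.2 RPM (-2.62 and -3.35), Maf 16.9 and 30.5 RPM (-4.57 and -3.36) and Nr2f2 27.3 and 29.0 RPM (-3.46 and -3.06). Of the 92 values of these 4 genes under the alternative settings, 91 stayed below 0. The exception was Npas3 at P5 in library set C alone, with 4.45, where types 2 and 3 have 3 cells each. The Prox1 level of type 3 INs at P2 rested on 1 cell, without which the fold of type 3 was -1.25.

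**Figure D2:**
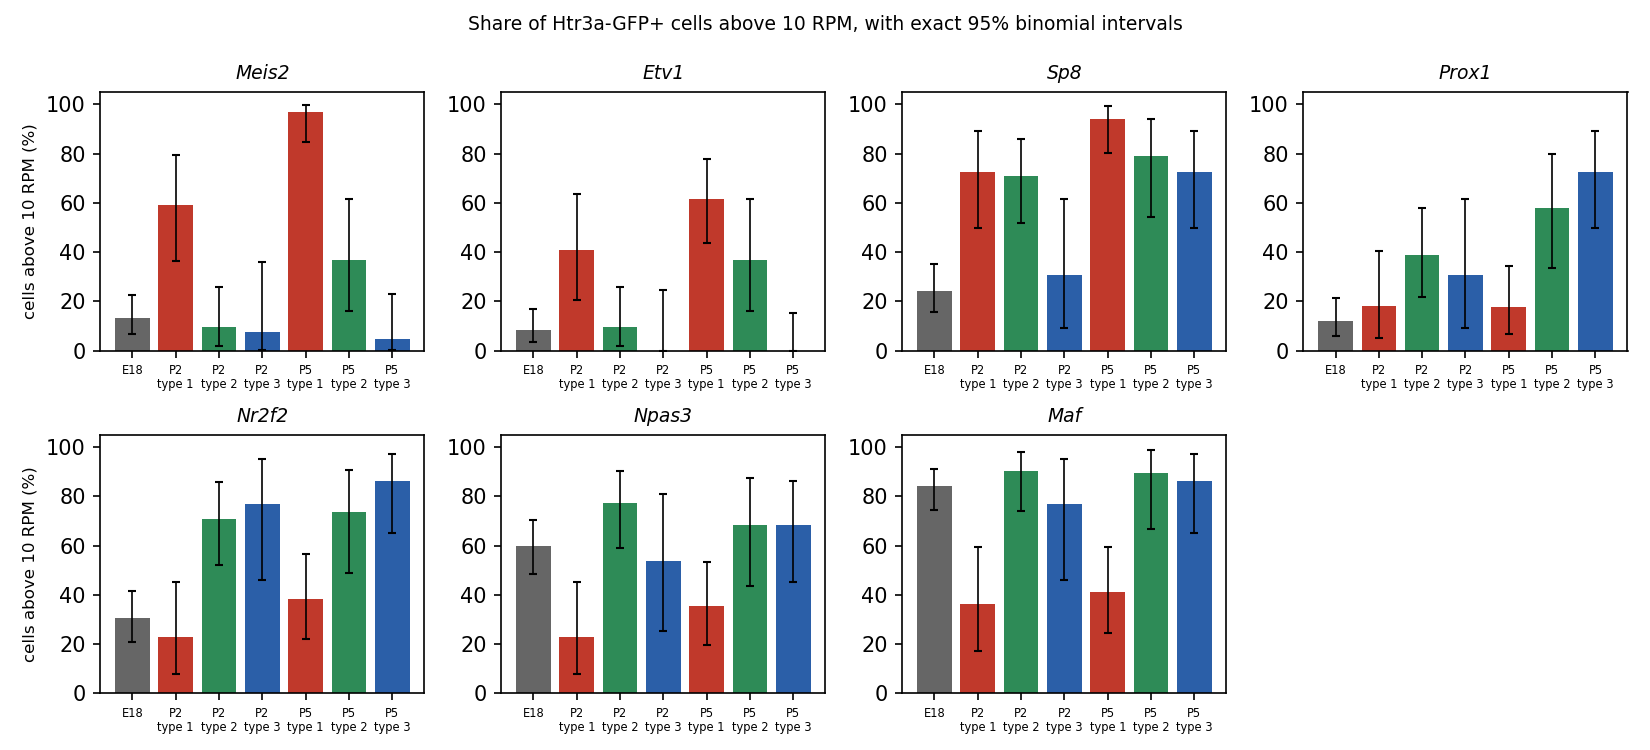
Share of cells above 10 RPM in percent for Meis2, Etv1, Sp8, Prox1, Nr2f2, Npas3 and Maf at E18 and in each type at P2 and P5; bars are shares and error bars exact 95% binomial intervals. At P5, Prox1 was above 10 RPM in 17.6% of type 1 INs, 57.9% of type 2 and 72.7% of type 3.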

Taken together, our data provide a dynamic account of the transcriptional heterogeneity of main types of *Htr3a*+ INs during early cortical circuit formation, and identify type 1, *Meis2*-expressing INs as genetically related to olfactory bulb INs and displaying low expression of transcription factors operating in CGE-derived cortical INs.

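At least 3 of Prox1, Nr2f2, Npas3 and Maf were above 10 RPM in 3 of 22 type 1 INs at P2 and 5 of 34 at P5. In type 2 INs this held for 19 of 31 and 11 of 19, and in type 3 INs for 6 of 13 and 17 of 22. From the enrichment in Meis2 and in factors also found in olfactory bulb INs, the paper identifies type 1 INs as genetically related to olfactory bulb INs, with low expression of the factors of CGE-derived cortical INs.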

### MEIS2+/*Htr3a*-GFP+ INs are largely confined to the WM

We determined the spatial distribution of MEIS2-expressing *Htr3a*-GFP+ INs in the developing cortex by performing MEIS2 immunohistochemistry (IHC). We found that at P5 MEIS2 IHC labelled a large fraction (86±2%, mean±s.e.m.) of *Htr3a*-GFP+ INs located in the WM, whereas only a very small fraction (2.2±0.4%) of MEIS2+/*Htr3a*-GFP+ INs were observed in deep layers of the overlying cortex (Fig. 2a). Single-cell RNA-seq indicated that *Meis2+ Htr3a+* INs expressed low levels of *Prox1* and *Nr2f2* but increased levels of *Etv1* and *Sp8* compared to other subgroups of *Htr3a*-GFP+ INs (Fig. 1i). 

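Cells above 10 RPM for Meis2 were compared with the other cells of the same age, 17 against 49 at P2 and 41 against 34 at P5. Pooled Prox1 was 7.43 RPM in Meis2+ cells and 78.1 RPM in the others at P2, and 68.5 against 271.4 RPM at P5. Nr2f2 was 39.9 against 285.8 RPM at P2 and 58.5 against 262.5 RPM at P5. Etv1 was 145.3 against 38.1 RPM at P2 and 305.5 against 17.7 RPM at P5. Sp8 was 705.3 against 641.5 RPM at P2 and 2068 against 409.5 RPM at P5. Prox1 was above 10 RPM in 3 of 17 Meis2+ cells at P2 (17.6%, interval 3.80 to 43.4%) against 17 of 49 others (34.7%, 21.7 to 49.6%), intervals that overlap, and in 9 of 41 at P5 (22.0%, 10.6 to 37.6%) against 24 of 34 (70.6%, 52.5 to 84.9%). Nr2f2 was above 10 RPM in 5 of 17 (29.4%, 10.3 to 56.0%) against 32 of 49 (65.3%, 50.4 to 78.3%) at P2 and in 18 of 41 (43.9%, 28.5 to 60.3%) against 28 of 34 (82.4%, 65.5 to 93.2%) at P5. For Etv1 the shares were 5 of 17 (29.4%, 10.3 to 56.0%) against 7 of 49 (14.3%, 5.94 to 27.2%) at P2, intervals that overlap, and 25 of 41 (61.0%, 44.5 to 75.8%) against 3 of 34 (8.82%, 1.86 to 23.7%) at P5. For Sp8 they were 12 of 17 against 30 of 49 at P2 and 38 of 41 against 25 of 34 at P5. Within type 1 INs at P2, Prox1 was above 10 RPM in 2 of 13 Meis2+ cells and 2 of 9 others, and Nr2f2 in 2 and 3. Etv1 was found in 5 and 4 (38.5 and 44.4%) and Sp8 in 9 and 7, differences not detectable with these numbers. At P5 only 1 type 1 IN was not Meis2+. Within type 2 INs at P5, Prox1 was above 10 RPM in 2 of 7 Meis2+ cells and 9 of 12 others. Nr2f2 was found in 5 and 9 (71.4 and 75.0%), Etv1 in 4 and 3 and Sp8 in 6 and 9. The intervals overlap for each gene, and the lower Nr2f2 of Meis2+ cells was not seen within P5 type 2. Over all types, the highest cell of the Meis2+ cells and of the others was also left out. Prox1 was then 3.54 against 51.7 RPM at P2 and 38.1 against 236.5 RPM at P5. Nr2f2 was 13.1 against 222.5 RPM and 52.7 against 221.5 RPM, and Etv1 101.6 against 26.5 RPM and 270.8 against 7.33 RPM. With a threshold of at least 1 read pair, 58 of 66 cells at P2 and 75 of 75 at P5 count as Meis2+, so that threshold does not measure co-expression.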

We thus investigated the expression pattern of these transcription factors in MEIS2+/*Htr3a*-GFP+ INs using IHC. We found that the largest fraction of *Htr3a*-GFP+ INs located at P5 in the WM expressed MEIS2 but not PROX1 and that MEIS2 and PROX1 were almost never co-expressed (Fig. 2b). Conversely, the majority of GM cortical *Htr3a*-GFP+ INs expressed PROX1 but not MEIS2 with essentially no overlap between the two markers (Fig. 2b). IHC for ER81 indicated that a substantial fraction of *Htr3a*-GFP+ INs in the WM co-expressed MEIS2 and ER81 (Fig. 2c). Analysis of the expression of SP8 and COUPTFII revealed that a large fraction of MEIS2+/*Htr3a*-GFP+ INs in the WM expressed SP8 (Fig. 2d) but only rarely COUPTFII (Fig. 2e). In addition, MEIS2+/*Htr3a*-GFP+ INs expressing SP8 but not COUPTFII were detected in deep cortical layers (Fig. 2d,e). Taken together, these results are in accordance with the single-cell RNA-seq data and indicate that during the first postnatal week MEIS2+/*Htr3a*-GFP+ INs are mainly confined to the WM, express SP8 and ER81, but rarely PROX1 or COUPTFII.

To determine whether MEIS2+ INs remain in the WM or progressively migrate into the cortex during postnatal development, we investigated the expression of MEIS2+ in *Htr3a*-GFP+ INs at P21. As observed at P5, the majority (82±1%) of *Htr3a*-GFP+ INs in the P21 WM expressed MEIS2 whereas only a very small fraction of *Htr3a*-GFP+ INs expressing MEIS2 was detected in deep cortical layers (2.1±0.6%; Fig. 3a). MEIS2+/*Htr3a*-GFP+ INs in the P21 WM expressed SP8 and ER81 but not PROX1 or COUPTFII (Fig. 3b). In addition, the small fraction of MEIS2+/*Htr3a*-GFP+ INs detected in deep cortical layers co-expressed ER81, SP8 but not PROX1 or COUPTFII (Fig. 3c). Finally, whole-cell recordings of *Htr3a*-GFP+ INs located in the WM combined with IHC, indicated that these neurons displayed spontaneous inhibitory and excitatory currents (Fig. 3d–g, Supplementary Fig. 6), expressed MEIS2 and extended processes in the WM, deep layers of the cortex and subcortical structures such as the striatum (Fig. 3h, Supplementary Fig. 6). Taken together, our data identify MEIS2-expressing *Htr3a*-GFP+ INs that remain largely confined to the WM and that are functionally integrated in neuronal networks.

### MEIS2 is expressed in *Htr3a*-GFP+ INs located in the PSB

We next investigated the developmental origin of MEIS2+/*Htr3a*-GFP+ INs. At E14, we found that MEIS2+/*Htr3a*-GFP+ neurons were restricted to the PSB (Fig. 4a), where about one third of *Htr3a*-GFP+ INs at the PSB expressed MEIS2. In contrast, in the CGE region *Htr3a*-GFP+ INs only very rarely expressed MEIS2 (Fig. 4a). Strikingly, MEIS2 and PROX1 labelled distinct types of *Htr3a*-GFP+ INs with minimal co-expression of the two markers in the PSB and CGE (Fig. 4a). Furthermore, and as observed at postnatal time-points, MEIS2+/*Htr3a*-GFP+ INs at the E14 PSB largely co-expressed SP8 but only rarely COUPTFII (Supplementary Fig. 7a,b). At E18, a large fraction of *Htr3a*-GFP+ INs located at the PSB expressed MEIS2 but not PROX1 with essentially no overlap between the two populations (Fig. 4b). Importantly, a fraction of MEIS2+/PROX1-/*Htr3a*-GFP+ INs was observed in the subventricular zone (SVZ) tangential migratory stream and in the intermediate zone (IZ; Fig. 4b), suggesting that these cells are migrating into the developing pallium. MEIS2+/*Htr3a*-GFP+ INs located at the PSB, in the SVZ migratory stream and in the IZ co-expressed ER81 but more rarely COUPTFII (Supplementary Fig. 7c–e). Intraperitoneal injections of the thymidine analogue BrdU in pregnant dams between E14 and E18 indicated that *Htr3a*-GFP+ INs populating the P5 postnatal WM were generated during the late embryonic period with a peak at E17 (Fig. 4c). To further investigate the origin of WM INs, isochronic grafts derived from the embryonic PSB or CGE were performed on E14 cortical slices (Fig. 4d). At day *in vitro* 2 (DIV2), PSB-derived *Htr3a*-GFP+ INs migrated into the prospective cortical WM and expressed MEIS2 but not PROX1 in contrast to CGE-derived INs (Fig. 4e). In addition, confocal time-lapse imaging revealed that *Htr3a*-GFP+ INs originating from the PSB displayed distinct migratory dynamics as compared to CGE-derived *Htr3a*-GFP+ INs (Fig. 4f, Supplementary Movies 1, 2). Finally, *in utero* electroporation at E14 targeted to the CGE was used to ectopically express MEIS2 in CGE-derived INs. Quantification at P5 indicated that CGE-derived cortical INs, ectopically expressing MEIS2, significantly shifted their laminar distribution towards the WM and lower cortical layers as compared to controls (Supplementary Fig. 8), thus suggesting that MEIS2 regulates anatomical parcellation of cortical INs.

### COUPTFII+/*Htr3a*-GFP+ INs are preferentially located in L1

Type 1 *Meis2*-enriched *Htr3a*-GFP+ INs were largely confined to the WM. In accordance with this finding, *Meis2* expression was not detected in previously identified IN subgroups located in the GM and expressing the *Htr3a* transcript^34^,^35^ (Supplementary Fig. 9). Given the anatomical segregation of type 1 *Meis2*-enriched INs, we next investigated whether other main types of INs displayed evidence for anatomical parcellation. Single-cell RNA-seq indicated that type 3 *Htr3a*-GFP+ INs were enriched in the transcription factor *Nr2f2* (Fig. 1i). 

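Nr2f2 had 227.5 RPM in type 3 INs at P2 (interval 224.3 to 230.8), with 61.7 RPM in type 1 and 331.6 RPM in type 2 INs. At P5 it had 270.3 RPM in type 3 INs (267.9 to 272.8), with 33.4 RPM in type 1 and 230.4 RPM in type 2 INs. The log2 fold of type 3 against the other types was 0.060 at P2 and 1.40 at P5. Within library sets B, C and D at P5, with 2, 3 and 17 type 3 INs, it was 2.55, 2.20 and 0.79. Against type 2 alone, the other type with the higher level, it was -0.54 at P2 and 0.23 at P5, and without the type 3 cell with the most Nr2f2 the P2 fold against both types was -0.34. A single type 2 cell with 3140 RPM raised the P2 level of type 2, which without it was 239.9 RPM, and the fold against both types was then 0.47. The share of cells above 10 RPM was 76.9% in type 3 and 71.0% in type 2 INs at P2, and 86.4% and 73.7% at P5, and each pair of shares lay within each other's intervals.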

Using IHC to analyse the spatial distribution of *Htr3a*-GFP+ INs expressing COUPTFII in the cortex, we found that COUPTFII*+*/*Htr3a*-GFP+ INs were preferentially located in layer 1 (L1) at P5 and P21 (Fig. 5a,b). *Htr3a*-GFP+ INs in the GM have been divided in largely mutually exclusive subtypes based on the expression of RELN or VIP^3^,^16^,^18^,^19^,^34^,^35^. 

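Reln (ENSMUSG00000042453) lies on chromosome 5 of GRCm38 from 21884454 to 22344702 and overlaps several annotated genes. At P5, pooled Reln was 989.3 RPM in type 3 INs (interval 984.6 to 994.0), 598.3 RPM in type 2 and 65.9 RPM in type 1 INs, a log2 fold of 1.97 for type 3 against the others. It was above 10 RPM in 17 of 22 type 3, 10 of 19 type 2 and 17 of 34 type 1 INs. At P2, type 3 INs had 131.1 RPM (128.7 to 133.6), type 2 INs 783.5 RPM and type 1 INs 41.3 RPM, a fold of -1.84 for type 3. It was above 10 RPM in 4 of 13 type 3 and 14 of 31 type 2 INs at P2. A few cells carried most of it. The highest type 2 cell at P2 had 13690 RPM while the median was 2.37 RPM, against a median of 1.75 RPM in type 3. At P5 the median was 148.7 RPM in type 3 and 18.7 RPM in type 2 INs, and without the highest cell of each the pooled level was 610.5 and 188.4 RPM. Within library sets B, C and D at P5, with 2, 3 and 17 type 3 INs, the fold was 4.71, 2.23 and 2.94. Without the highest type 2 cell, the fold of type 3 was -0.77 at P2 and 3.19 at P5. As a mean of log2(RPM + 1), the P2 difference of type 3 from the others was 0.12, opposite in direction to the pooled value.

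**Figure D3:**
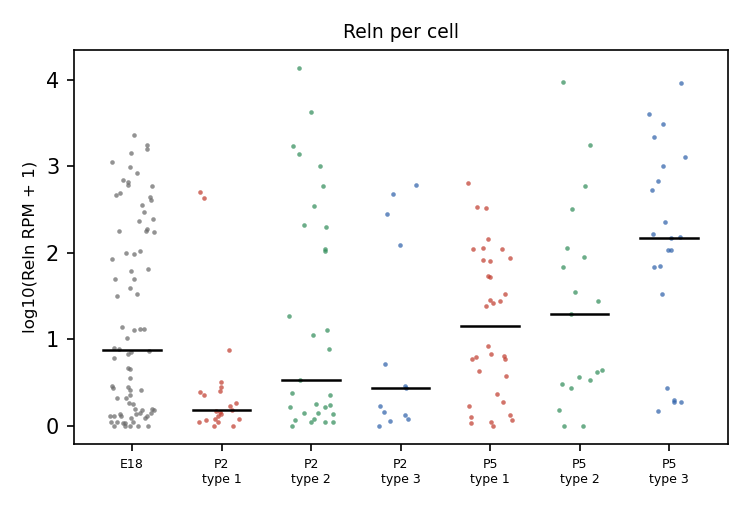
Reln in each cell as log10(RPM + 1) at E18 and for each type at P2 and P5; points are single cells and black lines medians. The median of P5 type 3 INs, 148.7 RPM, lies above those of the other groups of P5.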

Interrogation of our single-cell data indicated that type 3 *Nr2f2*-enriched *Htr3a*-GFP+ expressed higher levels of the *Reln* transcript as compared to other types (Fig. 5c). In accordance with this observation, IHC indicated that RELN was preferentially expressed in COUP-TFII+/*Htr3a*-GFP+ INs as compared to COUPTFII-/*Htr3a*-GFP+ INs (Fig. 5d). In addition, cross-comparison with previously published single-cell RNAseq data sets^34^,^35^ indicated that type 3 *Htr3a*-GFP+ INs were preferentially enriched in transcripts found in *Reln* expressing subtypes as compared to *Vip* expressing subtypes (Supplementary Fig. 10). Overall, these results further support a coupling between anatomical and transcriptional parcellation of *Htr3a*-GFP+ IN types.

## Discussion

*Htr3a*-GFP+ INs mainly derive from CGE- but not MGE-derived progenitors^3^,^18^,^19^,^20^. These cells constitute a heterogeneous group of INs that display a variety of neurochemical, morphological and electrophysiological features^17^,^18^,^19^,^20^,^21^,^22^,^23^,^24^,^25^. Here we aimed to determine whether transcriptional states could identify cardinal types of *Htr3a*-GFP+ INs during early cortical circuit formation. To access these programs, *Htr3a*-GFP+ INs were isolated at E18, P2 and P5 and single-cell RNA- sequencing was performed using the C1 Fluidigm system. Using this strategy, we found that 3 molecularly distinct types of *Htr3a*-GFP+ cortical INs emerge during the first postnatal week. We next identified transcripts enriched in each given type of *Htr3a*-GFP+ INs and provide transcriptomic profiles describing the developmental gene expression dynamics operating in these three main types of *Htr3a*-GFP+ INs as they integrate into cortical circuits. Type 1 *Htr3a*-GFP+ INs were enriched in transcription factors expressed in LGE-derived progenitors and olfactory bulb INs, such as *Meis2* (refs 45, 46), *Etv1* (refs 47, 48)*, Pbx1* (ref. 49) and *Sp8* (refs 50, 51, 52, 53), and were found to be largely confined to the WM. In contrast, type 2 and 3 IN types expressing low levels of *Meis2*, were enriched for transcription factors operating in CGE-derived cortical INs such as *Prox1* (refs 21, 22) and *Npas3* (refs 31, 32) and populated the GM. Furthermore, type 3 *Htr3a*-GFP+ INs enriched in *Nr2f2* were found to be preferentially distributed in superficial cortical layer 1 and belonged to the RELN+ subtype. It should be noted that these 3 main types of *Htr3a*-GFP+ INs could be further subdivided in additional distinct molecular subtypes, in line with recent findings describing a variety of different subtypes of *Htr3a*-GFP+ INs in the more mature cortex and white matter at transcriptomic^34^,^35^, morphological and electrophysiological levels^19^,^36^. Larger data sets containing additional developmental time-points will be required to determine how the different subtypes of *Htr3a*-GFP+ INs detected in the early postnatal period generate the large diversity of *Htr3a*-GFP+ INs described in adulthood. Among potential mechanisms, it has been proposed that, in addition to cell-intrinsic factors, early activity could be required to further specify classes of INs into more refined subtypes of INs, thus allowing them to be finely tuned to network activity and acquire unique functional properties^2^.

In the cortex, CGE-derived *Htr3a*-GFP+ INs preferentially populate superficial cortical layers whereas MGE-derived INs are more frequently distributed in deeper cortical layers^3^,^15^. These contrasting gradients in the laminar positioning of CGE- versus MGE-derived INs suggest that distinct transcriptional programs operating during early circuit assembly instruct the anatomical parcellation of IN subtypes^1^,^2^,^3^,^5^,^6^. Here we find that type 1 *Meis2*-enriched *Htr3a*-GFP+ INs identified using single-cell RNAseq are largely confined to the cortical WM, whereas type 3 *Nr2f2*-enriched *Htr3a*-GFP+ INs are preferentially distributed in superficial layer 1. Overall, these results provide evidence that the transcriptomic identity of an IN type is coupled to its final anatomical location.

Neurons residing in the cortical WM have been observed in several different types of mammals including humans^36^,^37^,^38^,^39^,^40^,^41^. Neurochemical, morphological and electrophysiological analysis revealed that WM interstitial INs are highly diverse^36^,^37^,^38^,^39^,^40^,^41^. During the first postnatal week, *Htr3a*-GFP+ INs located in the cortical WM constitute a relatively large pool of INs in contrast to MGE-derived INs^54^. In adulthood, WM interstitial *Htr3a*-GFP+ INs have been reported to extend processes into the overlying deep cortical layers and subcortical structures such as the hippocampus and striatum^36^. In addition, patch-clamp recordings indicated that *Htr3a*-GFP+ INs received excitatory and inhibitory inputs from cortical and subcortical structures and inhibited principal cells of the adjacent cortex^36^. Future studies using optogenetic-based approaches are thus necessary to probe the role of this WM IN type in cortical circuit function. Here we characterized the gene expression patterns expressed in WM *Htr3a*-GFP+ INs and revealed that they specifically express the transcription factor MEIS2 in contrast to *Htr3a*-GFP+ INs located in the cortical GM. Strikingly, WM *Htr3a*-GFP+ INs rarely expressed CGE-enriched transcription factors such as PROX1 (refs 20, 26) or COUPTFII (refs 29, 32), but expressed transcription factors enriched in olfactory bulb INs such as ER81 (refs 39, 40, 41) and SP8 (refs 43, 44, 45). In addition, electrophysiological recordings of WM INs indicated that MEIS2+/*Htr3a*-GFP+ INs received inhibitory and excitatory inputs and extended processes in WM, overlying cortex and subcortical structures. Overall, these data indicate that cortical INs largely confined to the cortical WM express MEIS2 and not classical CGE-enriched transcription factors, and are functionally integrated into neuronal networks.

The fact that WM *Htr3a*-GFP+ INs do not express CGE-derived transcription factors suggests that this IN subtype may originate from an embryonic region located outside of the CGE. Indeed, we found that *Htr3a*-GFP+ INs belonging to the MEIS2 lineage emerge outside of the CGE from a restricted LGE region located at the border between the pallium and the subpallium. It is generally assumed that LGE-derived progenitors exiting the subpallium migrate in the rostral migratory stream to populate the olfactory bulbs but do not contribute to cortical IN subtypes^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^. However, initial studies using cortical slices and explants have suggested that a fraction of LGE progenitors may reach the pallium^9^,^55^. Here we found that MEIS2+/*Htr3a*-GFP+ INs exit the embryonic PSB region, migrate in the SVZ tangential migratory stream and IZ and display distinct migratory dynamics as compared to CGE-derived *Htr3a*-GFP+ INs. Strikingly, in the PSB region and in the tangential migratory stream, MEIS2+/*Htr3a*-GFP+ INs rarely co-expressed the CGE-enriched transcription factors PROX1 and COUPTFII but expressed ER81 and SP8, further suggesting that this type of *Htr3a*-GFP+ INs displays a distinct molecular identity as compared to CGE-derived *Htr3a*-GFP+ INs.

In conclusion, our study shows that single-cell transcriptomics allows the identification of main types of *Htr3a*-GFP+ INs as they assemble into cortical circuits. It provides a first roadmap to the developmental molecular dynamics operating in main types of *Htr3a*-GFP+ INs and identifies MEIS2 as a marker for *Htr3a*-GFP+ INs largely confined to the cortical WM. It demonstrates the existence of a strong coupling between the transcriptomic and anatomical parcellation of cortical IN subtypes. Overall, it provides further evidence that neural network assembly requires circuit elements with distinct molecular identities that are spatially segregated.

## Methods

### Mice

Animal experiments were performed according to international and Swiss guidelines and approved by the Geneva local animal care committee. Timed-pregnant mice were obtained by overnight mating. To label INs preferentially derived from the CGE, we used transgenic mice of both sexes expressing the enhanced green fluorescent protein (eGFP) under the control of the *Htr3a* regulatory sequences (*Htr3a-*GFP)^20^. Mice were maintained on a C57BL/6 background.

### FACS and single-cell capture

Brains were extracted in ice cold Hanks' balanced Salt Solution (HBSS, Sigma) from *Htr3a*-GFP+ embryos at E18, from pups at P2 and P5. Each time point consisted of pooled embryos or pups (*n*=4–5). Cortices were isolated under a fluorescence dissecting scope (Leica, M165 FC). E18 and P2 cortices were dissected in HBSS, dissociated in Pronase (Sigma) at 37 C° in Neurobasal medium (Invitrogen) for 10 min and blocked in fetal calf serum (FCS). P5 cortices were dissected in artificial cerebrospinal fluid (ACSF) containing (in mM): NaCl (120), KCl (3.5), CaCl_2_ (2.5), MgSO_4_ (1.3), NaH_2_PO_4_ (1.25), NaHCO_3_ (25), glucose (25), continuously bubbled with 95% O2 and 5% CO_2_, pH 7.4, chemically dissociated in Pronase at room temperature for 30 min, and blocked with 5% FCS in ACSF. At all ages, dissociated cells were then titrated progressively with Pasteur pipettes with tips fire-polished to diameters of approximately 600, 300 and 150 μm and distribution was checked using a Tali image cytometer (ThermoFisher Scientific). *Htr3a*-GFP+ cells were isolated using a Moflo Astrios FACS (Beckman Coulter). Single cells were sorted according to their forward and side scattering properties and their level of GFP fluorescence emission. Four microliters of C1 Suspension Reagent (Fluidigm) was added to 16 μl of FACS isolated *Htr3a*-GFP+ cells (300–500 cells per μl cell suspension). The 20 μl of the cell suspension mix was loaded on a C1 Single-Cell AutoPrep IFC microfluidic chip designed for 5–10 μm cells, and the chip was then processed (C1 system, Fluidigm) following the manufacturer's protocol. The plate was then transferred to an inverted microscope to validate the position of single *Htr3a*-GFP+ cells within each capture site. Lysis, reverse transcription and PCR were then performed directly on the chip using SMARTer Ultra Low RNA Kit for the C1 System (#634833,Takara Clontech). On termination of the run, amplified cDNA was collected and the concentration of cDNA was assessed on a SpectraMax Gemini Fluorimeter (Molecular Device). The typical yield was about 0.8 ng ml^−1^ per cell.

### RNA-seq library preparation and sequencing

RNA sequencing was performed by the Genomics Core Facility of the University of Geneva. RNA libraries were prepared using Illumina Nextera XT DNA Sample Preparation kit. Libraries were multiplexed and sequenced on an Illumina HiSEQ2000 with a setup that generates pair-end reads of 2 × 50 bases pairs (bp) at an expected depth of 10 million read-pairs per library. Reads were aligned on the mouse genome (assembly GRCm38, annotation from Ensembl v78) using Tophat v2.0.12 (ref. 56), and transcripts were quantified with HTSeq v0.6.1 (ref. 57). Read counts were further normalized into reads per million (r.p.m.), dividing the counts by the number of mapped reads, and multiplied by 10^6^. All the computations were done on Vital-It cluster administrated by the Swiss Institute of Bioinformatics.

### Quality control

A total of 243 single cells were obtained using microfluidic chips at the three developmental ages (*n*=89 at E18, two chips; *n*=76 at P2, one chip; *n*=78 at P5, two chips). Quality control was assessed using the following criteria: at least 5 million read-pairs were sequenced per cell; more than 80% of the read-pairs were mapped to the genome; less than 5% of the reads were mapped to the mitochondrial chromosome; at least one read was aligned to eGFP. 

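Of the 223 deposited cells, 223 had less than 5% of their mapped read pairs on mitochondrial genes. Mapped read pairs, computed from the deposited coefficient, reached the number implied by the minimums for sequenced read pairs and for the share mapped in 222 cells. The remaining cell, a P2 type 3 IN, had 3707601. Read pairs sequenced per cell and read pairs on eGFP were not analysed here.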

A total of 223 cells (82 E18 cells, 66 P2 cells, 75 P5 cells) satisfied all above quality criteria. All cells had at least ten sequence reads aligned to at least one of the following IN markers: *Dlx1*, *Dlx2*, *Dlx5*, *Dlx6, Gad1* and *Gad2*.

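The count of the highest of these 6 markers in a cell was at least 10 read pairs in 223 of 223 deposited cells, and the lowest such count was 12.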

### Identification of *Htr3a*-GFP+ IN types

To identify clusters of cells, we performed PCA and cluster analysis independently at E18, P2 and P5. As input, we used RNA expression of genes expressed above 10 RPM in more than 5% of the cells. Principal component analysis (PCA) followed by a hierarchical clustering was used to identify clusters of cells. In both cases, we utilized the implementation available in the standard packages of the R programming language. To assess robustness of clusters, we ran the PCA and clustering procedures 100 times using 80% of the cells randomly sampled from the initial pool and calculated a stability score, ie, the proportion of time each pair of cells clustered together. A heatmap was computed based on this information and the hierarchical organization of cells in the heatmap provides the final robust assignment of cells in clusters. To delineate clusters of cells across developmental time, we used the t-SNE dimensionality reduction method available in the Seurat R package^43^.

### Identification of type-enriched genes

Single-Cell Differential Expression (SCDE)^44^ was used to compute probability distribution of genes expression and determine differentially expressed genes between subgroups at each developmental time-point. SCDE provides a Maximum Likelihood Estimate (MLE) of the fold change in gene expression as well as a *Z*-score reflecting the confidence level of the over-expression or down-expression of a given gene (as a more classical *P* value would do). Transcripts up or downregulated in a given IN type at P2 and P5 timepoints were identified based on the following criteria: a minimum fold change in gene expression compared to other subgroups (MLE≥2, or MLE≤*−*2), and a minimum confidence level (*Z*-score≥2, or *Z*-score≤*−*2). Violin plots were obtained using SCDE-adjusted expressions of identified genes. The representative gene expression for a distinct type of INs across time-points was obtained using the MLE of the joint posterior distributions computed by SCDE.

To further investigate the molecular diversity of the three main types of *Htr3a*-GFP+ INs described in Fig. 1, additional tSNE and cluster analysis were performed on subset of cells composing the 3 main types of INs. More specifically, we used spectral tSNE with a perplexity parameter of 4 and a hierarchical clustering algorithm computed from the Euclidian distances in the tSNE space. The resulting hierarchy was cut manually according to its structure to identify subtypes of INs. Three indicative marker genes were then selected for each subtypes of INs from top scored genes resulting from SCDE (Supplementary Fig. 4).

To investigate whether type 2 or type 3 *Htr3a*-GFP+ INs shared increased percentage of enriched genes with *Reln*-enriched or *Vip*-enriched IN subtypes identified in the gray matter of the somatosensory cortex by Zeisel *et al*.^35^ or Tasic *et al*.^34^, we identified these different subtypes in the available databases. More specifically in the Zeisel *et al*.^35^ data set, we extracted 48 cortical INs classified as belonging to *Vip*-expressing IN subtypes (Int6, Int9, Int10) and 80 cells belonging to *Reln*-expressing subtypes (Int11, Int12, Int14, Int15, Int16). Similarly, in the Tasic *et al*.^34^ data set we extracted 48 cortical INs classified as belonging to *Vip*-expressing subtypes (*Vip Chat*, *Vip Gpc3*, *Vip Mybpc1*, *Vip Parm1*, *Vip Sncg*) and 33 cells belonging to *Reln*-expressing subtypes (*Ndnf Car4*, *Ndnf Cxcl14*). Genes differentially enriched in the *Reln* and *Vip*-expressing subtypes were obtained using SCDE. Incremental Z-score confidence levels by steps of 0.1 were used to determine the percentage of shared enriched genes in type 2 or type 3 INs identified in this study with *Reln* or *Vip*-expressing subtypes identified in existing databases (Supplementary Fig. 10).

The raw data resulting from single cell RNA-seq analysis are provided in Supplementary Data 1, which contains for each cell the number of read-pairs aligned to the exonic region of expressed genes, as computed by HTSeq v0.6.1, the coefficient used to normalize the data into RPM, the percentage of reads mapping to mitochondrial chromosome and to eGFP, and the results of the SCDE analysis.

### Tissue processing and immunohistochemistry

Pregnant females were killed by lethal intraperitoneal (i.p.) injection of pentobarbital (50 mg kg^−1^), embryos were collected and brains were dissected and fixed overnight (O.N.) in cold 4% paraformaldehyde (PFA) dissolved in 0.1M phosphate buffer pH 7.4. For postnatal brain collection, animals were deeply anaesthetized by i.p. injection of pentobarbital and transcardially perfused with 0.9% saline/liquemin followed by cold 4% PFA (P5). Brains were then postfixed in 4% PFA O.N. For bromodeoxyuridine (BrdU) experiments, a single i.p. injection of BrdU (50 mg kg^−1^) was done in pregnant E14 to E18 dams and brains from P5 pups were analysed. 60 μm-thick coronal brain sections were cut on a Vibratome (Leica VT1000S) and slices were stored in cryoprotective solution at −20 °C or directly processed for IHC as described^20^. For BrdU IHC, sections were denatured in 2 N HCL for 60 min at 37 °C (ref. 54). The following primary antibodies were used: chicken anti-GFP (1:2,000; Abcam; ab13970), rabbit anti-chicken ovalbumin upstream promoter transcription factor 2 (COUPTFII; 1:500; Abcam, ab42672), mouse anti-MEIS2 (1:2000; Sigma, WH0004212M1), goat anti-SP8 (1:50; Santa Cruz; sc-104661), goat anti-PROX1 (1:500, R&D Systems, AF2727), rabbit anti-calretinin (1:2,000; Swant, CR7697), and rabbit anti-ER81 (ref. 58) (1:5000; gift from Silvia Arber), mouse anti-RELN (1:1,000; Abcam, ab78540), rat anti-BrdU (1:100; Abcam, ab6326). Secondary goat or donkey Alexa-404 (Abcam), -488, -568 and -647 antibodies (Molecular Probes, Invitrogen) raised against the appropriate species were used at a dilution of 1:500–1,000. Alexa 594-conjugated Streptavidin (1:500; Invitrogen, S32356) was used to label recorded cells in the WM. Apart sections stained with Alexa-405, tissue was counterstained with Hoechst 33258 (1:10,000).

### Quantification of IN identity and distribution

Images were acquired using a confocal microscope (Nikon A1R) equipped with oil-immersion 40x and 60x objectives (CFI Plan Fluor 40x/1.3 and CFI Plan Apo VC H 60x/1.4, Nikon). At E14, *Htr3a*-GFP+ cells were counted in the PSB region located at the level of the LGE and in the CGE. In the PSB, the co-expression of SP8/COUPTFII was analysed on MEIS2+/*Htr3*a-GFP+ cells. At E18, co-expression of PROX1, ER81, SP8 and COUP-TFII was analysed on *Htr3*a-GFP+ in the PSB, in the subventricular zone (SVZ) tangential migratory stream and in the intermediate zone (IZ). Co-localization with MEIS2/PROX1 was analysed on all *Htr3a*-GFP+ cells whereas co-expression of ER81, SP8 and COUPTFII was analysed on MEIS2+/*Htr3a*-GFP+ cells. At P5 and P21, *Htr3a*-GFP+ cells were counted in the primary motor and somatosensory cortices and in the underlying white matter (WM) in coronal sections corresponding to the levels +0.2 to −0.1 mm from Bregma. The quantified region did not contain the rostral migratory stream or the SVZ. At P5 and P21, co-expression of PROX1, ER81, SP8 and COUPTFII was analysed on *Htr3*a-GFP+/MEIS2+ cells in the WM and cortex. At P5, BrdU+/ MEIS2+/*Htr3a*-GFP+ cells were counted in WM following BrdU injections ranging from E14 to E18. Detailed counts of cells and brains for each experimental condition are provided in Supplementary Table 14.

### Electrophysiological recordings and morphology

200 μm-thick coronal brain slices were prepared from 3 to 4 week-old *Htr3*a-GFP mice with a vibratome (Leica VT 1000S). In the recording chamber, slices were continuously superfused with ACSF (32 °C) containing (in mM): NaCl (119), KCl (2.5), CaCl_2_ (2.5), MgSO_4_ (1.3), 1.0 NaH_2_PO_4_ (1.0), NaHCO_3_ (26.2), and glucose (22), and equilibrated with 95% O_2_/5% CO_2_, pH 7.4. Whole-cell recordings were obtained from visually identified *Htr3*a-GFP+ cells using an upright microscope (Zeiss Axioskop FS) equipped with differential interference contrast and standard epifluorescence. Borosilicate glass patch pipettes had a resistance of 5–6 MΩ when filled with an internal solution containing (in mM): K gluconate (105), KCl (30), HEPES (10), Phosphocreatine (10), Mg-ATP (4), Na-GTP (0.3), and Biocytin (8.1). Voltage clamp recordings were performed in gap-free mode by holding cells at −70 mV. Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded in the presence of 10 μM 2-(3-Carboxypropyl)-3-amino-6-(4 methoxyphenyl)pyridazinium bromide (SR95531, Sigma) whereas spontaneous inhibitory postsynaptic currents (sIPSCs) were recorded in the presence of 10 μM 6-Cyano-7-nitroquinoxaline-2,3-dione (CNQX, Sigma) and 50 μM D(−)-2-Amino-5-phosphonopentanoic acid (D-APV, Sigma). Current clamp recordings were performed at rest and firing properties were studied by delivering consecutive current pulses, 500ms duration each, ranging from −20 to +170 pA with a 10 pA increment. Data were acquired using a Multiclamp 700B Amplifier (Molecular Devices), and digitized at 10 kHz (National Instruments), using MATLAB (MathWorks)-based Ephus software (Ephus; The Janelia Farm Research Center). Offline analysis was performed using Clampfit (Version 10.1.0.10, Molecular Devises). A total of 13 *Htr3*a-GFP+ cells from 7 brains were recorded in the WM and all of them exhibited spontaneous postsynaptic currents that were eventually blocked with SR95531 or CNQX and APV. Following patch-clamp recordings, slices were incubated in ACSF for 1–2 h and then fixed overnight with 4% PFA/2% Glutaraldehyde in 0.1 M phosphate buffer and directly processed for immunohistochemical staining for GFP, MEIS2 and Biocytin. Briefly, slices were blocked, incubated (2 days O.N., 4 °C) with primary antibodies in blocking solution and secondary antibodies were incubated (O.N., 4 °C) together with Streptavidin Alexa 594-conjugated to recover morphology. Location of the recorded cell in the WM and expression of MEIS2 was assessed using confocal microscopy. Morphological reconstructions of Biocytin-filled cells were performed with Neurolucida software (v. 11.02.1, MBF Bioscience, Microbrightfield), linked to a microscope (Nikon eclipse 80i) equipped with an oil-immersion 100 × objective (N.A. 1.4, Nikon). Traces were extracted with Neurolucida Explorer (v. 11.02.1, MBF Bioscience, Microbrightfield). All 13 *Htr3*a-GFP+ recorded cells in the WM were confirmed as MEIS2+.

### Grafts and time-lapse imaging

Acute slices were prepared as described^20^ from *Htr3a*-GFP+ (donor) and wildtype (WT) (host) brains at E14. Briefly, brains were extracted, embedded in HBSS with 3% ultra-pure low-melting point agarose (Roth) and 250 μm-thick slices were cut on a Vibratome (VT1000S; Leica) in cold HBSS. WT host slices were deposited on porous nitrocellulose (Millicell-CM, Millipore) inserts and transferred to Neurobasal medium (NBM) in an incubator (37 °C and 5% CO2) for recovery at least 1 h. Microdissection of the PSB and CGE regions containing *Htr3a*-GFP+ INs was manually performed with tungsten needles (WPI) in Leibovitz medium (L15; Sigma) under a fluorescence scope (Leica, M165 FC). PSB and CGE tissues were grafted into the PSB region of WT isochronic host slices. Each WT host slice received PSB (right side) and CGE (left side) from *Htr3a*-GFP+ donor tissue. After grafting, inserts were directly transferred back to the incubator. Time-lapse imaging of *Htr3a*-GFP+INs derived from the PSB or CGE was performed on cortical slices at two days *in vitro*. Inserts were transferred to Fluorodishes (WPI), grafted PSB and CGE *Htr3a*-GFP+ were imaged with an inverted confocal microscope (Nikon A1R) equipped for multi-position live imaging (Life Technologies) with a long working distance 20x objective (CFI Plan Fluor ELWD C 20 × / 0.45, Nikon). The microscope incubation chamber temperature was kept at 37 °C with a constant flux (25 l h^−1^) of 5% CO_2_ humidified at 96%. 50 μm-thick stacks (3 μm-stepped) were acquired every 10 min during 10–12 h, with resonant laser scanning to reduce toxicity and to avoid bleaching. The first 60 min of movies were removed from analysis to avoid bias in measurements due to settling of the slices in the microscope chamber. For quantification, *Htr3a*-GFP+ INs derived from PSB grafts (*n*=47 cells, *n*=3 slices from *n*=3 brains) and CGE grafts (*n*=156 cells, *n*=3 slices from *n*=3 brains) located in the IZ were tracked during a 8 h movie. Migration speed was calculated as the total distance travelled by *Htr3a*-GFP+INs divided by total imaging time. Directional persistence was calculated as the ratio of arithmetic displacement to travelled trajectory length.

### Ectopic *Meis2* expression in CGE-derived INs

A plasmid containing the DNA *Meis2*-TurboGFP tag (pCMV6-*Meis2*-tGFP, Origene, clone MG226569) was used as a template to obtain *Meis2*-tGFP tag DNA by gradient PCR. The primers used to amplify the fragment contained 15 base pairs upstream of the binding region, with full homology with the receptor plasmid containing the Dlx5/6 enhancer^59^. The insert and the linearized vector were cloned together using the In Fusion kit method (Clontech).

To label CGE-derived INs, embryos from time-pregnant E14 CD1 mice were electroporated (5 × 50 ms pulse at 45 V) in the VZ of the CGE as previously described^59^. *Dlx5/6*-GFP (1 μg μl^−1^) or *Dlx5/6*-GFP together with *Dlx5/6-Meis2*-tGFP (1 and 2 μg μl^−1^, respectively) constructs were delivered using a Picospritzer III microinjection system (Parker). Brains of electroporated pups were processed for quantification at P5. Due to sparse distribution in the cortex, electroporated *Dlx5/6*-GFP+ INs were counted in upper (layer 1–4) and lower layers (L5-6) of cortical regions including motor and somatosensory cortices, as well as in the underlying white matter region. In the ectopic *Meis2* condition, *Dlx5/6-Meis2*-tGFP+ INs were visualized using immunohistochemistry using a polyclonal rabbit anti-tGFP antibody (1:2,000; ThermoScientific). *Dlx5/6*-GFP+ INs displaying a nuclear tGFP signal were used for quantification in the ectopic *Meis2* condition. Detailed counts of cells and brains for each experimental condition are provided in Supplementary Table 14.

### Statistical analysis

No statistics were used to determine optimal group sample size; however, sample sizes were similar to those used in previous publications from our group and others. No blinding was performed and no samples were excluded from statistical analysis performed on IHC data. Descriptive statistical analyses, unpaired *t*-tests and estimation of variance were performed using GraphPad Prism software, version 6.0.

### Data availability

RNA-seq data are available in Supplementary Data 1, in a publicly accessible database (GEO repository, accession number GSE90860) and an interactive website ( http://dayerlab.unige.ch/htr3a_sc).

## Additional information

**How to cite this article:** Frazer, S. *et al*. Transcriptomic and anatomic parcellation of 5-HT_3A_R expressing cortical interneuron subtypes revealed by single-cell RNA sequencing. *Nat. Commun.* **8,** 14219 doi: 10.1038/ncomms14219 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables.

Supplementary Data 1 Supplementary data providing single cell differential expression (SCDE) results for each cell in main groups and across developmental time-points.

Supplementary Movie 1 Time-lapse sequence showing Htr3a-GFP+ INs originating from PSB grafts performed on cortical slices at E14 and migrating in the intermediate zone (IZ) of developing cortex at day-in-vitro 2 (DIV2). Scale bar: 50 µm.

Supplementary Movie 2 Time-lapse sequence showing Htr3a-GFP+ INs originating from CGE grafts performed on cortical slices at E14 and migrating in the intermediate zone (IZ) of developing cortex at day-in-vitro 2 (DIV2). Scale bar: 50 µm.

Peer Review File

## Figures and Tables

**Figure 1:**
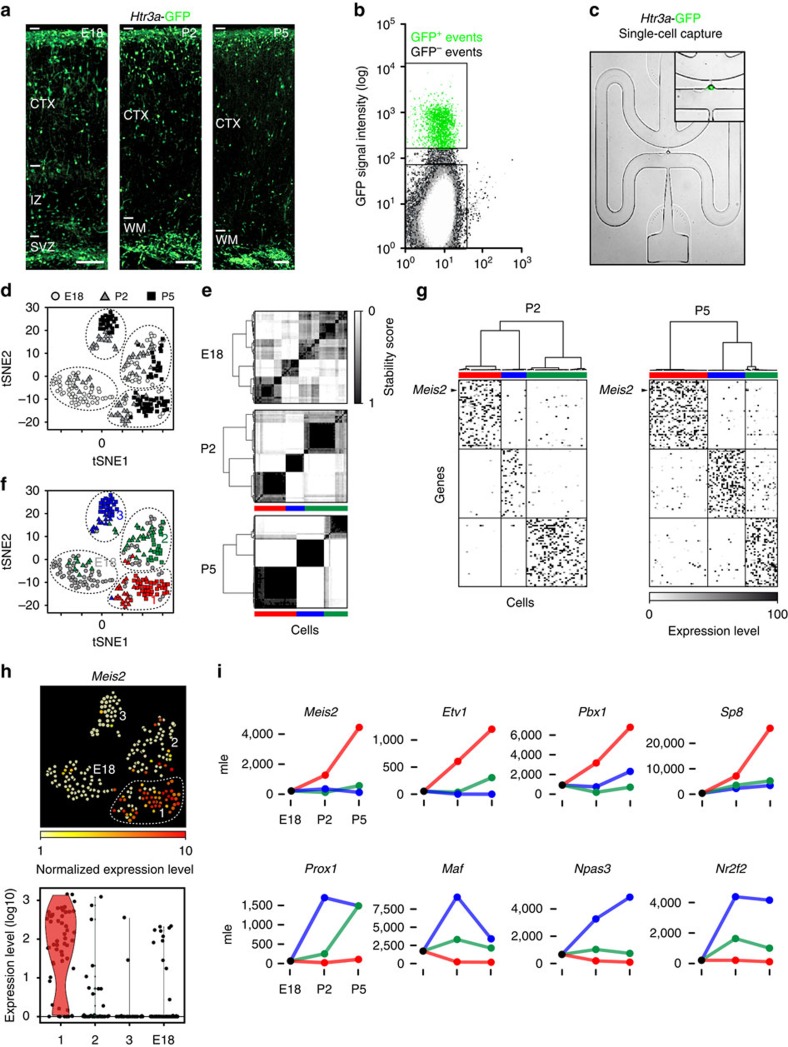
Single-cell RNA-seq identifies molecularly distinct types of *Htr3a*-GFP+ INs during development. (**a**) Cortices and white matter from *Htr3a*-GFP+ mice were dissected at E18, P2 and P5. (**b**) *Htr3a*-GFP+ INs were isolated using fluorescence-activated cell sorting (FACS). (**c**) Individual *Htr3a*-GFP+ INs were captured in Fluidigm C1 chips and single cell RNA sequencing (RNA-seq) was performed. (*n*=89 cells at E18 in two chips; *n*=76 cells at P2 in one chip; *n*=78 cells at P5 in two chips). (**d**) Density clustering by Seurat-based^43^ t-Distributed Stochastic Neighbor Embedding (t-SNE) identifies three distinct groups of *Htr3a*-GFP+ INs across postnatal time-points and an E18 group. (**e**) Cluster stability analysis using random sampling combined with principal component analysis (PCA) and hierarchical clustering reveals three robust types (colour-coded) of *Htr3a*-GFP+ INs at P2 and P5. (**f**) t-SNE analysis indicates that cells belonging to *Htr3a*-GFP+ interneuron types previously identified independently at P2 and P5 (colour-coded) cluster together. Cells are colour-coded according to cluster assignment obtained using cluster stability analysis. (**g**) Heat maps displaying top 50 type-enriched genes identified using single-cell differential display (SDCE)^44^ at P2 and P5. (**h**) Violin plots reveal enriched expression of *Meis2* in type 1 INs. (**i**) Time-course expression of interneuron-expressed transcription factors enriched in type 1 INs (*Meis2, Etv1, Pbx1* and *Sp8*) and types 2 and 3 (*Prox1, Maf*, *Npas3* and *Nr2f2)*. SVZ: subventricular zone, IZ: intermediate zone, CTX: cortex, WM: white matter, mle: maximum likelihood estimates. Gene expression levels were obtained using the joint posterior estimation from the SCDE R package. Scale bars: (**a**) 150 μm at E18, 200 μm at P2 and P5.

**Figure 2:**
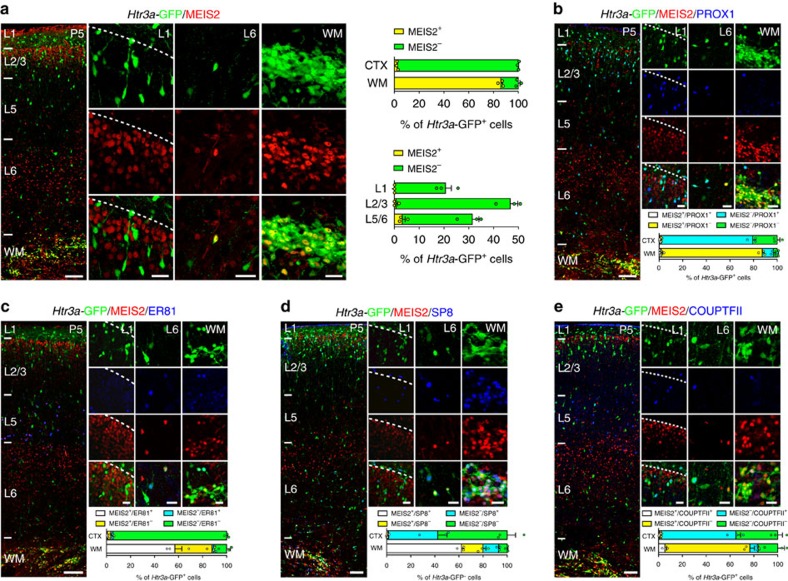
White matter (WM) *Htr3a*-GFP+ INs express MEIS2 at an early postnatal age. (**a**) At P5, MEIS2 expression is largely confined to *Htr3a*-GFP+ INs located in the white matter (upper graph). Only a small fraction of MEIS2+/*Htr3a*-GFP+ INs are found in deep cortical layers 5/6 (lower graph). (**b**) *Htr3a*-GFP+ INs in WM express MEIS2 but not PROX1. (**c**) A large fraction of MEIS2+/*Htr3a*-GFP+ INs in the WM co-express ER81. (**d**) A large fraction of MEIS2+/*Htr3a*-GFP+ INs in the WM co-express SP8. (**e**) MEIS2+/*Htr3a*-GFP+ INs in the WM rarely co-express COUPTFII. CTX: cortex. Graphs display mean±s.e.m. and *n*=3 brains for each. Scale bars, (**a**–**e**) 100 μm for low-magnification images; (**a**–**e**) 20 μm for high-magnification images.

**Figure 3:**
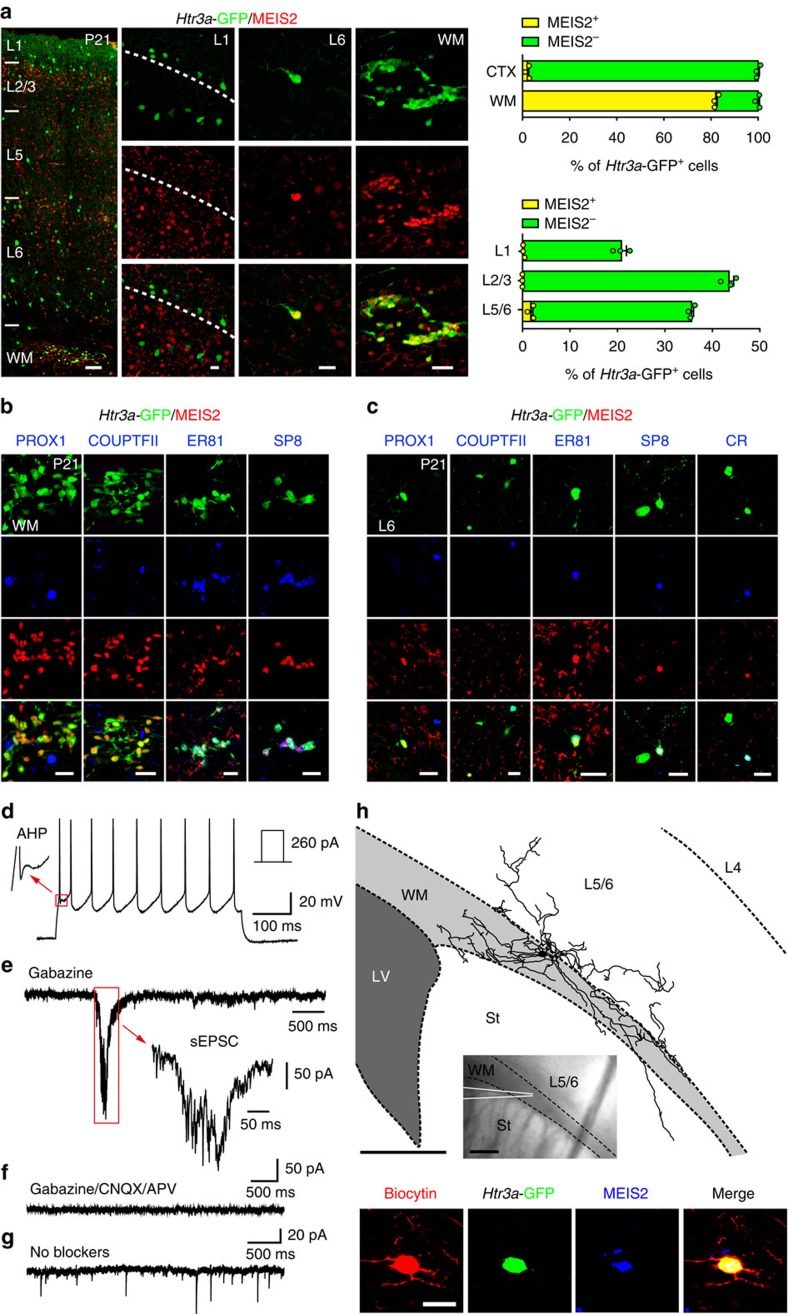
MEIS2+/*Htr3a*-GFP+ INs are functionally integrated in the juvenile cortical white matter (WM). (**a**) At P21 MEIS2 expression is maintained in a large fraction of *Htr3a*-GFP+ INs located in WM (upper graph; *n*=3 brains) while only a small fraction of MEIS2+/*Htr3a*-GFP+ INs are found in deep cortical layers 5/6 (lower graph; *n*=3 brains). (**b**) At P21, MEIS2-expressing *Htr3a*-GFP+ INs in WM do not express PROX1 and COUPTFII but express ER81 and SP8 (**c**) At P21, MEIS2+/*Htr3a*-GFP+ INs located in deep cortical layers do not express PROX1 and COUPTFII but express ER81, SP8 and calretinin (CR). (**d**) Example trace of current clamp recording from a MEIS2+/*Htr3a*-GFP+ cell, showing its response to a depolarizing current injection. The magnified area depicts the triphasic after-hyperpolarization potential (AHP) observed in some (7 out of 13) recorded cells. (**e**) Example trace of voltage clamp recording from the same cell, showing long-lasting excitation due to sEPSC in the presence of Gabazine. (**f**) The sEPSCs were abolished in the presence of CNQX and APV respectively. (**g**) Example trace of voltage clamp recording from a different MEIS2+/*Htr3a*-GFP+ cell, showing mixed sEPSCs and sIPSCs in the absence of blockers. (**h**) Reconstruction of WM *Htr3a*-GFP+ recorded cell in (**e**) expressing MEIS2 and extending processes in the white matter, overlying cortical layers 5/6 and striatum (St). LV: lateral ventricle. Graphs display mean±s.e.m. Scale bars, (**a**) 100 μm for low-magnification image; (**a**–**c**,**h**) 20 μm for high-magnification images; (**h**) 200 μm for reconstruction and low-magnification insert image.

**Figure 4:**
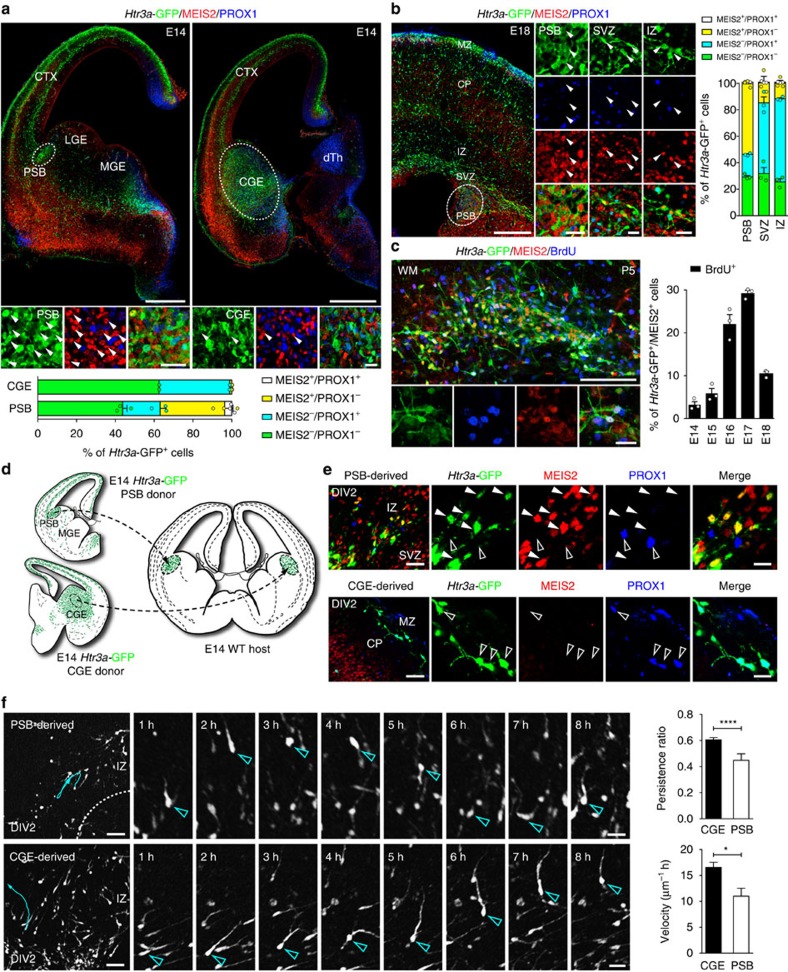
MEIS2+/*Htr3a*-GFP+ INs are found at the pallial-subpallial boundary (PSB) and in the tangential migratory stream during embryonic development. (**a**) At E14, MEIS2 is expressed in PROX1-/*Htr3a*-GFP+ INs located at the PSB at the level of lateral ganglionic eminence (LGE) (arrowheads). At the level of the caudal ganglionic eminence (CGE), *Htr3a*-GFP+ INs express PROX1 but only very rarely MEIS2 (*n*=3 brains). (**b**) At E18, MEIS2 is expressed in PROX1-/*Htr3a*-GFP+ INs located at the PSB, in the subventricular zone (SVZ) tangential migratory stream and in the intermediate zone (IZ) (arrowheads; *n*=3 brains). (**c**) MEIS2+/*Htr3a*-GFP+ INs populating the P5 white matter (WM) were co-labelled with BrdU injected between E14 and E18 (*n*=3 brains for each injection time point). (**d**) Isochronic grafts of *Htr3a*-GFP+ INs on E14 cortical slices were performed using PSB or CGE tissues isolated by microdissection. At day *in vitro* 2 (DIV2), PSB-derived and CGE-derived *Htr3a*-GFP+ INs were assessed in the developing cortex using IHC and time-lapse imaging. (**e**) PSB-derived *Htr3a*-GFP+ INs located in the IZ are MEIS2+ (arrowheads) but not PROX1+ (open arrowheads). In contrast, CGE-derived *Htr3a*-GFP+ INs located in MZ and CP are PROX1+ (open arrowheads) but not MEIS2+. (**f**) Time-lapse imaging reveals that PSB-derived *Htr3a*-GFP+ INs display a significantly lower migratory persistence ratio and speed as compared to CGE-derived *Htr3a*-GFP+ INs (****P<0.001, *P<0.05, unpaired Student's *t*-test, *n*=47 PSB-derived cells in three slices from three brains and *n*=156 CGE-derived cells in three slices from three brains). Migratory path of cells (cyan arrows) displayed in the time-lapse sequence are depicted in blue in the low magnification image. Graphs display mean±s.e.m. CTX: cortex, dTh: dorsal thalamus, MZ: marginal zone, CP: cortical plate. Scale bars, (**a**) 500 μm for low-magnification image; (**b**) 250 μm for low-magnification image; (**c**) 100 μm for low-magnification image; (**f**) 50 μm for low-magnification images; (**a**–**f**) 20 μm for high-magnification images.

**Figure 5:**
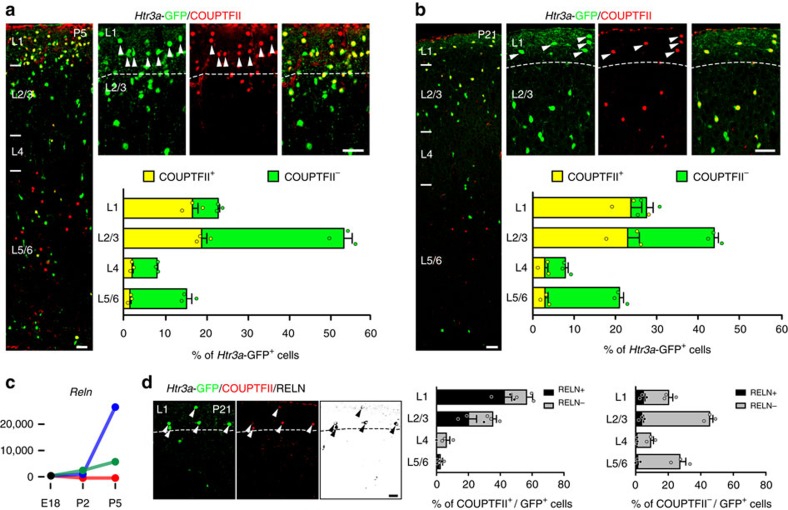
*Htr3a*-GFP+ INs expressing COUPTFII are preferentially distributed in cortical layer 1 and express reelin (RELN). (**a**) At P5, COUPTFII is preferentially expressed in *Htr3a*-GFP+ INs located in cortical layer 1 (L1) (arrowheads). (**b**) Preferential expression of COUPTFII in *Htr3a*-GFP+ INs located in cortical L1 is maintained at P21 (arrowheads). (**c**) The *Reln* transcript is enriched in *Nr2f2*-expressing type 3 (blue) *Htr3a*-GFP+ INs (**d**) RELN is preferentially expressed in COUPTFII+/*Htr3a*-GFP+ INs located in L1 (arrowheads) compared to COUPTFII-/*Htr3a*-GFP+ INs. Graphs display mean±s.e.m. and *n*=3 brains for each. Scale bars, (**a**,**b**) 50 μm for low-magnification images, (**a**,**b**,**d**) 25 μm for high-magnification images.

How the deposited data were processed for this re-analysis (not part of the article)

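Single Htr3a-GFP+ cells of the mouse cortex at E18, P2 and P5 were sequenced, 223 in all. The authors aligned read pairs to GRCm38 with TopHat, counted them per gene with HTSeq and deposited the count of read pairs on each of 43629 genes, with no normalization. They also deposited a coefficient per cell that turns a count into RPM, the t-SNE coordinates and the type of each postnatal cell. The paper's text does not state whether counting used strand, and it mentions no molecular identifiers. No column of cells was left unused.

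RPM was the count times the deposited coefficient, and mapped read pairs came from its inverse, from 3707601 to 15840130 per cell with a median of 9463033. Total counts on genes ranged from 1596087 to 11692823. Gene names came from a GRCm38 annotation, which names 42548 of the identifiers. The other 1081 hold 0.294% of the read pairs and are given by identifier. Genes that overlap another gene were counted as deposited.

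Each age was 1 pool of brains, so there were no replicates and no test was made. Pooled RPM has exact 95% Poisson intervals and shares have exact 95% binomial intervals. A share of 0 is given with the limit of 3 cells of the total. Folds are log2 ratios of pooled RPM with 1 RPM added to both sides, of a type against the other types of its age. A cell was taken to express a gene above 10 RPM, the level the methods use. Clustering followed the methods where they state a setting, with 100 draws of 80% of the cells. Where they leave it open, log2(RPM + 1), 5 principal components, Ward linkage and 3 groups were used. SCDE was not run. The authors checked the capture sites for single cells under a microscope, and doublets were not called here, but they were weighed where transcripts of another cell type appeared.

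Genes named are those the paper names on the single-cell data, the 5 genes of each type with the highest lower fold of P2 and P5, the 3 largest rises and 3 largest falls from E18 to P5, the 5 leading transcription factors of type 1 INs, and the genes of the lists below. Not every gene and list that meets this rule is given. These main settings, the rule for naming genes, the lists and the alternatives were set before the data were examined. The lists cover interneuron markers, type 2 and 3 factors, subtype markers, excitatory neurons, MGE interneurons, microglia, astrocytes or radial glia, the oligodendrocyte lineage, endothelial cells, erythrocytes, the cell cycle, the Y chromosome, Xist and dissociation stress. Malat1, Meg3, Neat1, Miat, Rian and Kcnq1ot1 were chosen after values had been seen. So were the count of cells with at least 3 genes of a list, the levels without the highest cell of a group, and the folds without the highest cell of the other types.

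The alternatives changed the expression threshold, depth, scale, principal components, linkage, number of groups, gene filter, pseudocount, library size (total counts on genes, edgeR TMM factors or DESeq2 size factors of pooled counts), single cells and library sets. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The steps were tested on simulated data. For a group of the size of P5 type 1 against the remaining P5 cells, over 43629 genes with 200 changed, 98.5% of the changed genes had the simulated sign and the estimated and simulated folds correlated at 0.971. For 3 simulated groups of the sizes of the P5 types, the adjusted Rand index was 0.908, and -0.00013 without a difference between groups. Each simulated group had 200 genes raised by 3 on the log2 scale. Simulated genes varied independently, and groups did not differ in share on exons or library set. The index therefore does not measure how well the real types are recovered. The copy of Supplementary Data 1 used here holds 993 of 10840 gene rows, so no overlap or enrichment was computed from it. Immunohistochemistry, graft and electrophysiology results were not analysed here.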

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

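The tests of library sets and of fewer different transcripts for the share on exons, and of free RNA for the astrocyte transcripts, were chosen only after the result was seen.

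Reln and Prox1 in type 3 INs had opposite directions at P2 and P5, a difference that was not tested since each age is 1 sample. The log2 fold of Reln was -1.84 at P2 and 1.97 at P5. Scaled by read pairs on genes in place of all mapped read pairs, Reln was 290.8 in P2 type 3 INs, still below the 1457 of type 2, so the lower share on exons of type 3 INs does not account for the P2 direction. Without its highest cell, P2 type 2 still had 361.6 RPM of Reln, above type 3. That argues against 1 cell as the whole cause, but a few cells with high Reln remain open, because the medians of types 2 and 3 at P2 were 2.37 and 1.75 RPM and the mean of log2(RPM + 1) gave a difference of 0.12. Age, library set and the small number of type 3 INs at P2 cannot be told apart.

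The log2 fold of Prox1 in type 3 was 1.88 at P2 and -0.28 at P5. Both ends of this difference moved with the processing. Without the highest type 3 cell the P2 fold was -1.25, so 1 cell carried the P2 value. With the highest cell of the other types left out, the folds were 2.63 and -0.071. Relative to read pairs on genes the P5 fold was 0.47, so the lower share on exons of type 3 INs may account for the sign at P5. A change of Prox1 with age in type 3 INs therefore does not stand on these values, and an effect of age itself was not tested.

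The paper's text gives no share of mapped read pairs that falls on annotated exons, and its supplementary figures were not available here. Its median in type 3 INs was 44.4% at P2 and 32.1% at P5, against 49.9 and 51.8% in types 1 and 2 at P2 and 55.2 and 55.5% at P5. Library sets alone are argued against, since type 3 had the lowest median within 4 of the 4 sets, although sets B and C hold only 2 and 3 type 3 INs. Sequencing depth as the whole cause is argued against at P5. There, type 3 INs were lower than the cell nearest in mapped read pairs in 20 of 22 comparisons. The median difference was -26.5 percentage points. The comparisons are not separate pairs, and several used the same type 2 cell, with 69.3% on exons. At P2 the median difference was -0.574 points and 7 of 13 were lower. Most of these used the same type 2 cell, with 7428919 mapped read pairs and 41.2% on exons. The median depth of P2 type 3 INs, 6483871, lay below that cell. Depth and type therefore cannot be told apart at P2, and the nearest cells still differed by a median of 945048 mapped read pairs. A larger part of nuclear RNA would lower the mitochondrial share, which in type 3 was 1.46% at P2, above the 0.519 and 0.505% of types 1 and 2. At P5 it was 0.882%, between the 0.652 and 0.935% of types 2 and 1. Relative to read pairs on genes, the P5 median was 2.51% in type 3, above the 1.62 and 1.05% of types 1 and 2. The P5 order thus depends on the scaling, and the mitochondrial share decided nothing at that age. Of RNAs kept in the nucleus, which were chosen after values had been seen, Malat1, Meg3 and Kcnq1ot1 were highest in type 3 at both ages, Miat and Rian at P5 only and Neat1 at neither, and Kcnq1ot1 at P5 had 929.8 RPM in type 3 against 256.0 and 317.1 RPM in types 1 and 2. Genomic DNA would raise read pairs on olfactory and vomeronasal receptor genes. These were 38.8 RPM in type 3 at P2, below the other types, and 76.8 RPM at P5, above the 33.9 and 49.6 RPM of types 1 and 2, so genomic DNA is a candidate explanation at P5 only. With every cell thinned to the same number of read pairs, type 3 INs had a median of 4926 genes at P2, fewer than the 5458 and 6192 of types 1 and 2. At P5 they had 6667, between 6025 and 6766, although genes found in most type 1 and 2 INs were found in 93.9% of the cases in type 3 and 96.1% in the others. Fewer different transcripts are therefore a candidate explanation at P2 and undecided at P5. Across genes, the type 3 fold rose with exon length, with a Spearman correlation of 0.218 at P5 and 0.119 at P2, against -0.0460 and 0.00935 for type 1 and -0.136 and -0.0902 for type 2. Each type is set against the others, so the opposite sign of type 2 is not independent of type 3, and a loss of short transcripts stays open. Genes are not independent replicates. A difference between the cell types themselves was not tested.

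Of the E18 Htr3a-GFP+ INs, 63.4% were above 10 RPM for Sst, 48.8% for Lhx6 and 36.6% for Sox6. The paper's text names somatostatin-expressing INs as a group of other origin and gives no values of these genes in Htr3a-GFP+ INs, and its supplementary figures were not available here. Cells with Sst had a median of 316.8 RPM and at most 3401 RPM. Sst was found in 56.2% of the cells of library set B and in 73.5% of those of sets C and D, with overlapping intervals, which argues against a single library set as the source. Free RNA would leave Lhx6 unrelated to Sst. Lhx6 was found in 57.7% of cells with Sst (interval 43.2 to 71.3%) and in 33.3% of cells without (17.3 to 52.8%), so free RNA and expression cannot be told apart with these numbers of cells. Doublets stay open as well, since cells with both genes had a median of 7578 genes detected, cells with neither 7164 and cells with Sst alone 8126. Expression in Htr3a-GFP+ INs themselves at E18, and its loss with age, were not tested.

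In P5 type 2, 3 of 19 cells were above 10 RPM for both Gfap and Aldoc, transcripts of astrocytes that the paper's text does not name. All came from library set D. Their Aldoc was 34.6, 1837 and 6320 RPM, their Slc1a3 1.21, 3755 and 6257 RPM, their Fabp7 379.2, 1888 and 3113 RPM, their Gad1 270.2, 52.4 and 14.9 RPM, their Gad2 11.4, 2.07 and 0.397 RPM, their Dlx1 70.7, 47.6 and 0 RPM, their Dlx5 41.0, 0 and 1.88 RPM and their Htr3a 4681, 388.6 and 0.595 RPM. Free RNA from astrocytes is argued against, since 0 of 56 type 1 and type 3 INs at P5 were above 10 RPM for Aldoc, where a count of 0 allows shares of up to 8.82% of type 1 and 13.6% of type 3. Doublets would carry more genes, and the median was 7835 in these cells against 8151 in the other P5 type 2 INs, but 3 cells are too few to decide. The last of them had the highest Aldoc and Slc1a3 and the lowest Gad1, Gad2, Dlx1 and Htr3a of the 3, and an astrocyte sorted with the Htr3a-GFP+ cells is a candidate source of it. Its place among the type 2 INs is the authors' assignment, and no test of it was set.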

How the results depend on the processing

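Leaving out the cell of the other types with the highest level of a gene was chosen after seeing the data. No other alternative reported here was, and each alternative set was run. No paired analysis was possible because each age is 1 pool and no result comes from a test. Where a value moved, the cause was not tested unless stated.

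The log2 folds of Meis2 in type 1, Nr2f2 in type 3 and Reln in type 3 are given in that order, P2 before P5. With 0.1 RPM added, they were 3.36, 2.85, 0.061, 1.41, -1.85 and 1.98. With 10 RPM added, they were 2.82, 2.72, 0.058, 1.32, -1.77 and 1.94. By the mean of the cells' RPM, they were 2.85, 3.05, 0.11, 1.40, -2.0027 and 1.91. By the mean of log2(RPM + 1), they were 3.74, 6.58, 1.68, 2.84, 0.12 and 2.76. Relative to read pairs on genes, they were 3.3996, 2.63, 0.27, 2.15, -1.64 and 2.73. With edgeR TMM factors, they were 3.48, 2.75, 0.60, 1.76, -1.30 and 2.33. With DESeq2 size factors, they were 3.50, 2.72, 0.92, 1.71, -0.99 and 2.28. Without the highest cell of the type, they were 2.96, 2.73, -0.34, 0.97, -2.46 and 1.28. Without the highest cell of the other types, they were 5.01, 3.57, 0.47, 1.65, -0.77 and 3.19. Against the other type with the higher level, they were 1.58, 1.92, -0.54, 0.23, -2.57 and 0.72. In library sets B, C and D alone at P5, Meis2 was 5.78, 5.59 and 2.26, Nr2f2 2.55, 2.20 and 0.79 and Reln 4.71, 2.23 and 2.94. Meis2 in type 1 stayed above 0 in each of these. Nr2f2 in type 3 at P2 and Reln in type 3 at P2 changed direction in the settings shown.

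Prox1 in type 3 also changed direction. At P2 it was -1.25 without its highest cell, where leaving out 1 cell is itself the cause. At P5 it was 2.10 by the mean of log2(RPM + 1) and 0.47 relative to read pairs on genes. It was 0.077 with edgeR TMM factors, 0.028 with DESeq2 size factors, and 5.94 and 0.85 in library sets B and C alone. Sets B and C hold 2 and 3 type 3 INs at P5. In library set D alone, with 17 type 3 INs, the P5 fold stayed below 0, at -1.47. It also stayed below 0 without its highest cell (-0.58) and against the other type with the higher level (-1.32). Npas3 in type 1 at P5 was 4.45 in library set C alone, and the change of Cst3 in type 2 from E18 to P5 was -0.057 in library set B alone, which holds 2 type 2 INs at P5. The change of Meis2 in type 1 from E18 to P5 was 7.35, 4.09 and 5.68 by the mean of log2(RPM + 1), with edgeR TMM factors and in library set B alone.

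The mean adjusted Rand index at P2 and P5 was 0.151 and 0.456 with RPM without logarithm, 0.658 and 0.829 with 10 principal components, 0.0153 and 0.0791 with complete linkage, 0.448 and 0.559 with 2 groups, 0.642 and 0.795 with 4 groups, 0.683 and 0.751 with the 25% gene filter. The 3 types were recovered with Ward linkage on log values and not with complete linkage, so the repeatability of the types depends on that choice. The difference of type against age was 0.0139 with Spearman correlation and 0.0376 with the 25% filter, above 0 in both, although with Spearman correlation type 2 INs went the other way. Without centring, 78.7% of P5 cells matched their type. With at least 1 or at least 10 read pairs as the threshold, 100% of cells at E18 and P2 had an interneuron marker.

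Meis2 ranked 50, 51 and 10 at P2, P5 and over both ages with no filter, 1, 3 and 1 with the 50% filter, 2, 1 and 1 by the mean of log2(RPM + 1), 1, 1 and 1 by the difference in shares, and 4 at P5 with 10 RPM added. The cause of the change in rank was not tested. Shared leading genes of types 1, 2 and 3 numbered 8, 4 and 4 in lists of 100, 9, 4 and 2 with the 50% filter and 14, 7 and 5 by the mean of log2(RPM + 1). Divided into 3 groups, the stability within types 1, 2 and 3 was 0.512, 0.621 and 0.801 at P2 and 0.613, 0.894 and 0.927 at P5, against 0.463, 0.391 and 0.491 and 0.44, 0.576 and 0.466 with gene values shuffled among cells, so in P2 type 1 it was little above the shuffled value.

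With at least 1 read pair as the threshold, 62.1% and 74.7% of Meis2+ cells at P2 and P5 had Prox1, 94.8% and 100% had Nr2f2, and 100% at P5 had Sp8. At that threshold 58 of 66 P2 cells and 75 of 75 P5 cells count as Meis2+, so these are close to the shares of all cells and say nothing about co-expression. Above 100 RPM, 0% of Meis2+ cells at P2 had Prox1 and 0% had Nr2f2, of 10 cells, which allows up to 30%, and 17.1% at P5 had Nr2f2. The percentile of the type 1, 2 and 3 gene lists among random lists over E18 cells was 13.5, 85.2 and 34.1 with lists of 100, 0.82, 79.05 and 99.96 in library set B and 37.5, 29.4 and 86.7 in sets C and D.

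The alternative values of single genes and single shares that do not themselves answer a comparison were counted. Some of them are printed above or beside the conclusions. In all, 83 shares stayed within their interval, 261 values moved and 9 folds changed direction. Folds had no interval to stay within, and shares had no direction to change. The numbers therefore do not measure how robust the values are. Those that changed direction are values of Prox1 in type 3, Npas3 and Cst3, each given above. The number of cells limits the shares, since with 13 type 3 INs at P2 a count of 0 allows a share of up to 23.1%.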

Differences from the paper's values

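The values below come from settings chosen before the data were examined, except where stated. The comparison with the spread from the Z-score was chosen only after the result was seen.

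The authors' log2 folds in Supplementary Data 1, of which 993 of 10840 gene rows were at hand, are maximum likelihood estimates from SCDE of type 1 against the other cells, which takes cells as replicates. They come with a Z-score and no stated error. By a rule that counts any difference where neither side states an error, the values differed in the main setting and in each alternative. The paper's Z-scores for Meis2 were 3.13 and 3.71 at P2 and P5 and for Etv1 2.75 and 2.40. If Z is the fold divided by its spread, the spreads were about 1.33 and 0.98 for Meis2 and 1.46 and 1.07 for Etv1, and the differences of 0.86 and 0.80 and of 0.49 and 0.45 were each smaller. For Meis2 at P2 the paper's value is 4.17 and the value here 3.30, from 1.58 to 3.74 over the alternatives. It was not reached in any of them. For Meis2 at P5 the paper's value is 3.64 and the value here 2.83, from 1.92 to 6.58 over the alternatives. The paper's value was exceeded with the mean of log2(RPM + 1), library set B alone, library set C alone. For Etv1 at P2 the paper's value is 4.02 and the value here 3.52, from 2.89 to 3.73 over the alternatives. It was not reached in any of them. For Etv1 at P5 the paper's value is 2.58 and the value here 2.12, from 1.18 to 6.76 over the alternatives. The paper's value was exceeded with the mean of log2(RPM + 1), library set B alone, library set C alone. Without the highest cell of the other types, a setting chosen after seeing the values, the folds of Meis2 were 5.01 and 3.57 and those of Etv1 4.36 and 3.19 at P2 and P5, which exceeded the paper's value except for Meis2 at P5. All 4 folds stayed above 0 in it.

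The paper ranks Meis2 first among the transcription factors of type 1 INs. By fold it ranked 9 at P2, 10 at P5 and 2 over both ages here, in a list of transcription factors made from gene name patterns. At P2, P5 and over both ages it ranked 50, 51 and 10 with no filter, 10, 10 and 2 with 0.1 RPM added, 7, 4 and 2 with 10 RPM added, 1, 3 and 1 with the 50% filter, 2, 1 and 1 by the mean of log2(RPM + 1), and 1 in each by the difference in the share of cells above 10 RPM.

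The paper gives Reln as higher in type 3 INs than in other types. Here this held at P5 (1.97), while at P2 pooled Reln was lower in type 3 (-1.84) and higher in type 2 INs. By the mean of log2(RPM + 1) the P2 value was 0.12. The paper gives type 3 INs as enriched in Nr2f2. At P2 type 2 INs had 331.6 RPM and type 3 INs 227.5 RPM, and the fold of type 3 against both other types was 0.060. It was above 0 with each pseudocount (0.061 and 0.058), by the mean of the cells' RPM (0.11), by the mean of log2(RPM + 1) (1.68), relative to read pairs on genes (0.27), with edgeR TMM factors (0.60) and with DESeq2 size factors (0.92), and below 0 against type 2 alone (-0.54) and without the highest cell (-0.34). Leaving out the highest cell of the other types, a setting chosen after seeing the values, gave 0.47 for Nr2f2 and -0.77 for Reln at P2.

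The paper describes clustering as following type first and age second. With Pearson correlation the nearest mean was the same type at the other age for each of the 6 means, but when they were grouped into 3, types 1 and 2 of both ages fell together and the type 3 means of P2 and P5 stood apart, also with the 25% filter. With Spearman correlation the type 3 means fell together, P5 type 2 stood alone, and the P2 means of types 1 and 2 were nearest to each other. None of these settings grouped the means by type alone. The methods set minimums for sequenced read pairs and for the share mapped, and 1 deposited cell, with 3707601 mapped read pairs by its coefficient, was below the number they imply.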

Other observations

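The counts of E18 cells with Meis2 and of cells with at least 3 genes of a list were chosen only after the result was seen, and no other test in this part was.

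The hypothesis that the postnatal types are already in part separated among E18 cells was tested with the 50 leading genes of each type, chosen from P2 and P5 cells only. The correlation between the mean of every other gene of a list and the mean of the remaining genes, across E18 cells was placed among 10000 random lists matched on mean expression. The type 1 list lay at percentile 5.06, below 95 in each alternative, and at 56.82 after the regression on the number of genes detected was removed. That does not exclude a few E18 cells that resemble type 1 INs. Meis2 was above 10 RPM in 11 of 82 E18 cells (13.4%, interval 6.89 to 22.7%), in 1 of 48 of library set B (2.08%, 0.0527 to 11.1%) and in 10 of 34 of sets C and D (29.4%, 15.1 to 47.5%), and 1 cell also had Etv1 and Sp8 above 10 RPM. Type 1 therefore stays open, and Meis2 at E18 cannot be viewed apart from the library set. The type 2 list lay at 39.0, and at 79.05 within library set B. With lists of 100 genes it lay at 85.2, and at 98.9 within library set B, so type 2 stays open. The type 3 list lay at 99.45. It lay at 99.72 after the regression on the number of genes detected was removed and at 99.96 within library set B, which argues against the number of genes detected and against library sets as the whole cause. In sets C and D, with 34 cells, it lay at 86.65, and with lists of 100 genes at 34.1. The values of types 2 and 3 therefore may depend on the length of the list, and whether a part of the E18 cells resembles either type stays open. The percentiles describe these cells.

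Xist and Y chromosome transcripts were unevenly spread over ages. At P5, 62 of 75 cells were above 10 RPM for Xist and for neither Ddx3y nor Eif2s3y, and 4 had a Y chromosome transcript without Xist. At E18 the numbers were 25 and 36 of 82, and at P2 19 and 22 of 66. At least 3 of the 4 Y chromosome transcripts were found in 12 of 82 E18 cells, in 5 of 22, 7 of 31 and 1 of 13 P2 cells of types 1, 2 and 3, and in 0 of 34, 0 of 19 and 0 of 22 P5 cells, which allows shares of up to 8.82, 15.8 and 13.6%. Any difference between P5 and the other ages is confounded with this, and no biological explanation was tested.

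The share of P5 cells in each type differed between library sets. Type 1 INs made up 73.3% (interval 44.9 to 92.2%) of set B, 64.7% (38.3 to 85.8%) of set C and 27.9% (15.3 to 43.7%) of set D, and type 3 INs 13.3, 17.6 and 39.5%.

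At least 3 transcripts of the list for excitatory neurons were above 10 RPM in 12 of 82 E18 cells and in no cell of any type at P2 or P5, where a count of 0 allows from 8.82% of P5 type 1 to 23.1% of P2 type 3. For MGE interneurons this held for 15 E18 cells and 3 P2 type 2 INs. It held in no cell for microglia and endothelial cells, where the limit at E18 is 3.66%, in 1 P5 type 2 IN for the oligodendrocyte lineage, in 1 E18 cell and 3 P5 cells assigned to type 2 for astrocytes or radial glia, and in 1 E18 cell and 1 P5 type 1 IN for the cell cycle. The 4 globin genes of the erythrocyte list had 0 RPM in each group, and whether they can be counted in this table was not tested, so nothing is drawn from that list. At least 3 dissociation stress transcripts were above 10 RPM in 47 of 82 E18 cells, 14 of 22, 14 of 31 and 2 of 13 cells of types 1, 2 and 3 at P2, and 22 of 34, 9 of 19 and 1 of 22 at P5.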
